# Effects of matric vs osmotic potential changes on *Variovorax beijingensis* transcription

**DOI:** 10.1128/msystems.00924-25

**Published:** 2025-10-02

**Authors:** Jiwoo Kim, Bjorn Shockey, Kirsten S. Hofmockel, Xiaodong Gao, Caroline A. Masiello, Jonathan J. Silberg

**Keywords:** gene expression, matric potential, microbe, osmotic potential, RNA, soil, stress, transcriptome, *Variovorax*, water potential

## Abstract

Soil water potential, which regulates microbe-available water, is controlled by osmotic and matric potential, which both become more negative as soils dry. While both parameters can independently alter water potential, the genetic mechanisms underlying microbial responses to both are unknown, with potentially different mechanisms available for microbes to respond to these hydrological parameters. To explore microbial responses to matric vs osmotic potential shifts independently, we evaluated the growth and transcription of *Variovorax beijingensis* in soils and liquid cultures of varying water potential. We found that this microbe respires in dilute minimal medium (−240 ± 104 kPa), in liquid medium containing sucrose (−1,323 ± 21 kPa), and in matrices that span a similar pressure range (−183 ± 55 and −1,393 ± 200 kPa). We show that the global gene expression patterns vary significantly across these four conditions, even when the matric potential and osmotic pressure are set to similar values. However, 68% of the differentially expressed genes (DEGs) observed when transitioning osmotic pressure in liquid medium from −240 to −1,323 kPa were also observed when transitioning matric potential from −183 to −1,393 kPa. As osmotic and matric potential approached the plant wilting point, both presented DEGs implicated in amino acid, betaine, and energy metabolism, as well as plant-growth promotion. While a large overlap was observed in the *Variovorax* transcriptional response to shifts in both osmotic and matric potential, the responses were not identical, with matric potential shifts leading to 2.55-fold more genes exhibiting differential expression.

**IMPORTANCE:**

It remains hard to establish how changes in soil water properties affect microbial behaviors that regulate soil health, and the energy with which soil water is held is likely a holistic control on at least some of those microbial behaviors. This energy is controlled by parameters associated with soil salinity (osmotic potential) and texture (matric potential), which both alter bioavailable water by contributing to total soil water potential. To investigate how the transcription of a soil microbe changes when the microbe-available water is altered either by changing soil texture or by changing osmolyte concentrations, we varied osmotic and matric potential individually and performed RNA sequencing. We observe differences in the transcriptome across all conditions analyzed. However, a large set of genes presented similar gene expression changes when osmotic and matric potential approached the plant wilting point, suggesting that these transcriptional changes are independent of the mechanism that alters soil water potential.

## INTRODUCTION

Soil microbes live in a dynamic environment where hydrological extremes are intensifying with climate change (1–6). Wet-dry cycles can trigger increased CO_2_ emissions through spikes of respiration that occur following soil rewetting (7–11). In part, this increase in metabolic activity occurs because microbial growth is stimulated upon soil hydration (12). This hydration response is a well known, but incompletely constrained driver of soil CO_2_ release to the atmosphere. Microbial gene expression also varies during the growth phases following hydration (13). Following hydration, soil microbes initially focus on generating energy and repairing DNA and then adjust their gene expression to acquire carbon and energy (13). Soil studies have also revealed that characteristics of the extracellular environment contribute to the spike in respiration following hydration, including relatively stable characteristics like soil texture and environmental parameters that dynamically change during dry-wet cycles (14), such as the concentration of osmolytes (15), carbon and nitrogen metabolite concentrations (16), and the soil matric potential (17), a property driven by capillary forces. Our understanding of drivers of respiration changes following soil wet-dry cycles remains limited because, in the natural environment, multiple abiotic and biotic parameters simultaneously vary.

The amount of bioavailable water in soil is controlled by soil water potential (Ψ) (18, 19), which affects microbial growth and activity following rewetting (20). The total soil water potential (Ψ_total_) is determined by four parameters (Ψ_total_ = Ψ_*o*_ + Ψ_*m*_ + Ψ_*g*_ + Ψ_*p*_), including osmotic potential (Ψ_*o*_), matric potential (Ψ_*m*_), gravity potential (Ψ_*g*_), and the hydrostatic pressure of the water column (Ψ_*p*_). A recent study highlighted technical gaps that limit our understanding of biological responses to changes in soil water potential (18). *In situ* measurements of water potential are limited (18), and they are rarely performed in parallel with multiomics measurements (21). In addition, there are no studies directly comparing the effects of different pressure parameters on microbial transcription, such as osmotic and matric potential, which both become more negative as soils dry. This gap constrains the data available to study the mechanistic responses of soil microbes to dynamic moisture changes in field studies. Osmotic and matric potential covary with dry-wet cycles in soil since hydration decreases the concentration of dissolved solutes and the interaction of water molecules with soil particles. This makes it challenging to disentangle the individual effects of osmotic and matric potential on microbial behaviors.

Microbial responses to osmotic stress have been intensively studied (22). These responses include synthesizing compatible solutes like proline, trehalose, and betaine (23–25), taking up solutes from the environment (26), and secreting polysaccharides (27, 28). The ecohydrological role of soil texture on plant fitness has been studied in the context of rainfall fluctuations (29), and microbial responses to textured environments have also been investigated. With some microbes, cell viability decreases as matric pressure becomes more negative with soil drying (30, 31), with some microbes presenting a greater sensitivity to matric potential shifts (32), as observed with osmotic stress. Furthermore, studies examining microbial behaviors have revealed that both the soil matrix and hydration level influence phenotypes (33). A wide range of studies has examined the effects of soil water potential on community composition (34–37), as well as their transcriptional responses (38–40). However, these studies have not compared whether changes in osmotic and matric potential individually result in the same changes in community composition and gene expression. Some studies have compared microbial responses to osmotic and matric potential shifts. In one study, the concentrations of microbial metabolites changed more due to increases in osmotic stress compared to matric stress (41). In another study, increased matric stress was more detrimental to microbial respiration than a corresponding change in osmotic pressure (42). While these studies suggest that microbes may cope with variations in water potential arising from osmotic and matrix stress in different ways, the effects of these different stressors on global gene expression have not been rigorously compared for individual soil microbes.

To better understand how soil microbes respond to osmotic and matric potential changes of similar magnitudes, we varied these parameters individually and studied their effects on the plant growth-promoting microbe *Variovorax beijingensis* (43). We targeted a strain from a model soil community that was previously found to support chitin degradation (44). Since soil microbe persistence prior to rewetting is central for biological contributions to the Birch effect, we sought to first understand the pressures where this microbe persists as soils dry. By monitoring respiration, we find that *V. beijingensis* persists across a wide range of soil water potentials when altered by either adding osmolytes or changing soil texture, which alters matric potential. Using RNA sequencing (45), we map the transcriptional response arising from a more negative soil water potential induced by making the osmotic and matric potential more negative. While this analysis revealed significant differences in the transcriptional responses as osmotic and matrix potential approached plant wilting point, a large fraction (68%) of the genes covaried in their differential expression.

## MATERIALS AND METHODS

### Cell growth

*V. beijingensis*, which has the strain designation PNNL_MSC-1, was isolated from a field site in Prosser, WA (44). This strain was grown in a variety of media, including Luria-Bertani (LB) medium, M9 minimal medium, and modified M9 medium (mM9). LB (per liter) was prepared by mixing tryptone (10 g), NaCl (5 g), and yeast extract (5 g). M9 contained M9 salts, glucose (0.4%), MgSO_4_ (2 mM), and CaCl_2_ (0.1 mM). M9 salts were prepared as a 5× stock by mixing KH_2_PO_4_ (15 g), Na_2_HPO_4_·7H_2_O (64 g), NaCl (2.5 g), and NH_4_Cl (5 g) per liter of water. The modified M9 (mM9) was designed to make liquid media with a lower water potential while keeping the concentration of glucose and NH_4_Cl the same concentration as M9 medium. The 5× salt stock was prepared identically, except that no NH_4_Cl was included. Instead, it was added at a concentration of 1 g/L in the mM9. To adjust the water potential of mM9 media, two approaches were used. Either the concentration of salt stock added was varied, or sucrose was added. LB medium, 5× M9, and mM9 salt stocks were all autoclaved, while other growth medium reagents were sterile filtered through a 0.2 µm filter (Thermo Scientific and Satorius AG). Chemicals for making growth media were from Sigma-Aldrich and Thermo Scientific.

### Artificial soil preparation

Artificial soils were produced using a previously described approach (31). Briefly, nonreactive quartz materials of three different particle sizes (whole grain fine quartz sand with particle size ~70 µm, ground silt-sized quartz with particle size ~8.71 µm, and clay-sized quartz with particle size ~1.7 µm obtained from US Silica) were used to represent soil particles of sand, silt, and clay, respectively. By varying the percentage of the three quartz particles, we produced artificial soils with desired soil textures. In addition to soil texture, soil mineralogy also affects soil matric potential (46). Therefore, two common clay minerals, kaolinite and montmorillonite (Spectrum Chemical MFG Corp), were also used to represent a more chemically reactive clay fraction of the artificial soils. Three of these soils were quartz based and varied in texture only, including sand (90% sand, 5% silt, and 5% clay), silt loam (20% sand, 60% silt, and 20% clay), and clay (20% sand, 20% silt, and 60% clay); these are named Quartz-1 (Q1), Quartz-2 (Q2), and Quartz-3 (Q3), respectively. Two additional silt loam soils were created, which contain the clay minerals montmorillonite (M2; 20% sand, 60% silt, and 20% montmorillonite) and kaolinite (K2; 20% sand, 60% silt, and 20% kaolinite).

### Water potential analysis

The water potential of growth medium and hydrated soils was measured using a WP4C dew point potentiometer (METER Group) at room temperature. The dew point potentiometer measures the total water potential of a sample and does not differentiate osmotic and matric potential. The WP4C was calibrated using a 0.5 M potassium chloride standard (AQUALAB by Decagon) to a pressure of −2.20 MPa. All measurements were made using three replicates using precision mode. The dry weight of each artificial soil was hydrated to θ = 0.1 g/g with mM9 and allowed to equilibrate overnight prior to measurement.

### Growth in liquid medium

Colonies of *V. beijingensis* were obtained by growing on LB-agar plates for 72 hours at 30°C. Single colonies were used to inoculate M9 medium (3 mL), which was grown at 30°C while shaking at 250 rpm for 72 hours. The resulting precultures were used as inoculants for all subsequent cultures. To obtain growth curves, the preculture was washed with each medium (1 mL) used in subsequent growth experiments three times. Cells were then resuspended in growth medium (100 µL) to an optical density (OD) of 0.05 in 96-well plates (Nuclon Thermo Fisher). Cell growth was monitored continuously for 72 hours by measuring the OD every 5 minutes, while shaking (2.5 mm amplitude at 105 rpm) at 30°C using a plate reader (Tecan Spark). To evaluate liquid growth containing varying concentrations of M9 salts and sucrose, samples were treated identically, except they were resuspended to an OD of 0.01 in a total volume of 500 µL in a 96-well deep well plate. Following incubation at 30°C, while shaking at 250 rpm, cultures (200 µL) were transferred to a transparent 96-well plate (Nuclon Thermo Fisher), and OD was measured using a plate reader. To evaluate liquid growth in vials, the preculture was washed three times with mM9 and diluted to an OD of 0.1 with a total volume of 1 mL in a 2 mL glass vial (Thermo Scientific 6ACV11-1PT). Cultures were immediately crimped (Thermo Scientific 6ACC11ST1T) and then incubated statically at 30°C for 72 hours. Following incubation, the headspace CO_2_ was measured. To quantify the number of CFU, each culture was diluted serially using mM9, and an aliquot of each dilution (5 µL) was spotted on mM9-agar plates. After 72 hours at 30°C, colonies were counted. All experiments were performed using three biological replicates unless stated otherwise.

### Soil growth analysis

One gram of each autoclaved artificial soil was placed in gas chromatography-mass spectrometry (GC-MS) vials (2 mL). These soils were then hydrated to 10% water content by adding 100 µL of a *V. beijingensis* culture that had been generated by washing the preculture with mM9 three times and resuspending it in mM9 to an OD of 1, keeping the cell number constant relative to the liquid growth experiments. Vials were crimped and inoculated for 72 hours at 30°C. Headspace CO_2_ was then measured. Following this analysis, cells were hydrated with mM9 and transferred to 15 mL conical tubes to obtain cells to spread on plates. M2 required a higher volume of liquid medium (3 mL) compared to Q2 (750 µL), as it was difficult to pipette up the slurry due to its smaller particle sizes. For each sample, a proportional amount of the slurry was serially diluted using mM9, an aliquot (5 µL) of each dilution was spotted on mM9-agar plates at different dilutions, and plates were incubated for 72 hours at 30°C. Following incubation, CFUs were manually counted on plates. Three biological replicates were performed for each experiment.

### Headspace gas analysis

To monitor CO_2_ produced by cultures in sealed vials, GC-MS was used for headspace analysis following 72-hour incubations. This method necessitated the use of crimped vials, which limit oxygen available for growth, and thus do not represent aerobic conditions that arise in some soil environments. This instrument consists of an Agilent 7890B GC system, a 5977B MS, and a 7693A liquid autosampler equipped with a 100 µL syringe. Headspace gas (50 µL) was injected into DB-VRX capillary column (20 m, 0.18 mm I.D., and 1 µm film) at 50:1 split ratio, and the oven temperature was held at 45°C for 1 minute. MS analysis was performed using selected ion monitoring mode for CO_2_ (MW = 44 and 45). We used Agilent MassHunter Workstation Quantitative Analysis software to quantify the peak area of the major ions and used the minor ions as qualifiers. All CO_2_ levels are reported as relative peak area measured using three biological replicates.

### RNA sequencing

To generate samples for RNA sequencing, four samples were set up within crimped 2 mL vials, including cells in liquid mM9 (1 mL) lacking sucrose at an OD of 0.2, cells in liquid mM9 (1 mL) containing 425 mM sucrose at an OD of 0.2, cells in Q2 (1 g) hydrated to 10% water content with mM9 (100 µL) using cells at an OD of 2, and cells in M2 (1 gram) hydrated to 10% water content with mM9 (100 µL) using cells at an OD of 2. Thus, under each incubation condition, a similar number of cells were used to start cultures in mM9 medium, which varied in sucrose concentration, or in the soil matrix. Following incubation for 72 hours, the cells were lysed open with a bead beater (Biospec Products). The total RNA was then extracted using ZymoBIOMICS RNA Miniprep Kit (Zymo Research) in accordance with the manufacturer’s instructions. The concentration and the quality of the extracted RNA were measured using Qubit 4 Fluorometer (Thermo Fisher Scientific) and spectrophotometer (DeNovix DS-11 FX+), respectively. The extracted RNA was prepared for Next Generation Sequencing using Zymo-Seq RiboFree Total RNA Library Kit (Zymo Research) following manufacturer’s instructions. The prepared library was sent to Azenta Life Sciences where the library sizes were validated with Agilent TapeStation (~560 bp) and sequenced using NovaSeq 6000 XP S4. Each sample condition was performed in six biological replicates to minimize the number of false-negative differentially expressed genes (DEGs) (47). With one of the six mM9 culture replicates, the RNA concentration could not be detected using the TapeStation.

### Differential gene expression analysis

The assembled reference genome and annotations were previously described. Raw paired-end FASTQ files were processed using a custom Python (v3.9.21) pipeline (https://github.com/SilbergLabRice/SeqSorcerer). The pipeline was modified to include parameters specific to this study. Quality trimming and FastQC analysis were performed using Trim Galore v0.6.10 (https://github.com/FelixKrueger/TrimGalore) with the settings “--fastqc,” “--paired,” “--length,” “20,” “--clip_R2,” “15,” “--three_prime_clip_R1,” and “15.” The reference genome was indexed and aligned with HISAT2 v2.2.1 (48). The BAM files were processed with SAMtools v1.9 (49). Transcript counts were quantified via featureCounts from the Subread package v2.0.1 with the parameters, “-a,” gtf_file, “-o,” output_file, “-T,” “2,” “-s,” “2,” “-Q,” “0,” “-t,” “CDS,” “-g,” “transcript_id,” “--minOverlap,” “1,” “--fracOverlap,” “0,” “--fracOverlapFeature,” “0,” and “-p” (50).

After the raw sequencing reads were processed, genes with low total counts (≤10) were eliminated. The data set pairs that were directly compared, e.g., liquid medium having high vs low osmotic pressure, were normalized and evaluated for DEGs using DESeq2 v1.44.0 in R v4.4.1 with Benjamini-Hochberg (BH) adjusted *P*-value capped at 0.05 (51). The results from this analysis are provided as Data set S1. To conduct principal component analysis (PCA), the RNA-seq data were normalized using variance stabilizing transformation (“vst”) and “plotPCA” functions from DESeq2 package. The PCA plot was generated via ggplot2 v3.5.1 (52), and the shaded area represents clustering of biological replicates with 95% confidence using a multivariate *t*-distribution. The pairwise Euclidean distance was calculated with the first two principal components of each sample. Permutational multivariate analysis of variance (PERMANOVA; 999 permutations) test was performed with “adonis2” function using Euclidean distance method in vegan package v.2.7-1 (53).

### DEG pathway analysis

The Kyoto Encyclopedia of Genes and Genomes (KEGG) Orthology (ko) numbers assigned to each gene were extracted from the genome annotation (54). These ko numbers were organized by condition and direction of gene regulation. KEGG module enrichment analysis was performed using the “enrichMKEGG” function of the clusterProfiler package v4.12.6 (55). With the analysis, we referenced the “ko” organism database and used a BH-adjusted *P*-value cutoff of 0.05 and *q*-value of 0.2. All RNA-seq data were visualized using ggplot2 (52). The results from this analysis are provided as Data set S2.

### Data analysis

Average and SD of water potential, OD, and headspace CO_2_ were calculated in R. The *P*-value was generated from two-tailed, unpaired *t*-test in R. The data were visualized using ggplot2 (52). The data sets used in the parametric test were found to be normal using the Shapiro-Wilk test (*P*-value > 0.05).

## RESULTS

### Modulating water potential with osmolytes

*Variovorax* has been implicated as a drought-resistant genus (48, 49, 56), but it is not clear how the persistence of microbes in this genus varies with osmotic pressure. To establish a strategy to tune osmotic pressure in liquid culture and in soils, we varied the osmotic pressure of M9 minimal medium by diluting 5× M9 minimal salts to different extents. With these experiments, the nitrogen (ammonium chloride) and carbon (glucose) sources were held constant at the levels normally found in M9. *V. beijingensis* grew across all conditions analyzed, presenting OD values that increased with M9 salt concentrations (Fig. 1A). When the pressures of each liquid medium were analyzed using a dew point potentiometer (57), this microbe was found to grow across pressures ranging from −150 to −1,500 kPa (Fig. 1B); −1,500 kPa is defined as the permanent wilting point (PWP), representative of the wilting point of most plants (58). These results show that M9 minimal medium, whose salts have been diluted 10-fold (−240 ± 104 kPa), which we call modified M9 medium (mM9), can be used as a frame of reference for well-hydrated soils to study osmolyte and matrix effects on *V. beijingensis* viability. While prior studies have not documented the osmolyte tolerance of this microbe, this water potential represents a value that is not expected to induce stress in the rhizosphere of plants where *Variovorax* is observed (43). This mM9 liquid medium was used for all subsequent measurements.

**Fig 1:**
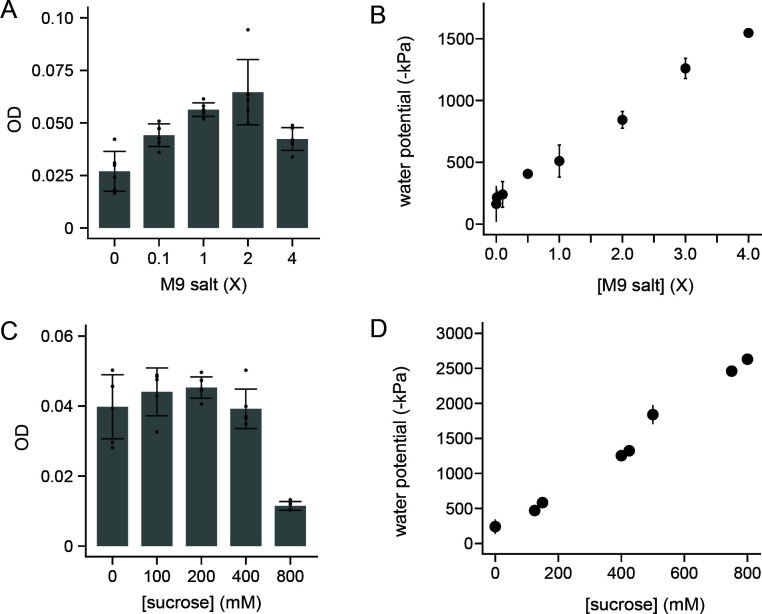
*V. beijingensis* grows across a wide range of osmotic pressures. (**A**) OD of *V. beijingensis* incubated aerobically for 72 hours at 30°C in M9 medium containing varying concentrations of M9 salts while shaking at 250 rpm. (**B**) Water potential of M9 medium containing different concentrations of M9 salts. (**C**) OD of *V. beijingensis* grown in mM9 containing different concentrations of sucrose. Cells were incubated aerobically for 72 hours at 30°C while shaking at 250 rpm. (**D**) Water potential mM9 containing varying concentrations of sucrose. For growth measurements, the points represent the different biological replicates, the bars represent the average, and error bars represent ±1σ. For water potential measurements, points represent the average of three replicates, while the error bars are ±1σ.

To alter the osmotic pressure of mM9 medium while minimizing effects on *V. beijingensis* metabolism, we evaluated the effect of adding sucrose on growth and osmotic pressure. This sugar was chosen because *V. beijingensis* cannot use it as a carbon source (44). When cells were provided with sucrose as the only carbon source in M9 medium, growth was not observed (Fig. S1), while robust growth was observed with cells provided with glucose. We next examined how sucrose affects the growth of *V. beijingensis* when added to mM9, which contains glucose. *V. beijingensis* grew to similar final densities in mM9 containing 0–400 mM sucrose (Fig. 1C), although cells presented diminished growth in mM9 containing 800 mM of sucrose (*t*-test; *P* < 0.005). To understand the pressures arising from each sucrose amendment, the potential was measured in mM9 containing different sucrose concentrations using a dew point potentiometer (Fig. 1D). This analysis revealed that *V. beijingensis* grows across in mM9 having pressures ranging from −240 ± 104 kPa (mM9 lacking sucrose) to −1,253 ± 55 kPa (400 mM sucrose). These results show that *V. beijingensis* can grow in a liquid medium presenting a wide range of pressures, induced by adding an osmolyte that this microbe cannot metabolize.

To investigate if *V. beijingensis* can persist close to PWP (−1,500 kPa), the total CO_2_ respired and the CFU of *V. beijingensis* were measured after incubating cells statically for 72 hours at 30°C in mM9 medium lacking (−240 ± 104 kPa) and containing 425 mM sucrose (−1,323 ± 21 kPa). This high sugar concentration was used to induce osmotic stress, which has been shown to alter global gene expression in other microbes (22). The total CO_2_ accumulation in both conditions was similar (Fig. 2A). Also, plating cells on mM9-agar plates following each incubation yielded similar CFU in the absence (2.6 ± 2.0 × 10^9^) and presence (4.6 ± 1.6 × 10^9^) of sucrose. These findings show that *V. beijingensis* can persist in mM9 medium spanning osmotic pressures that vary by >1,000 kPa.

**Fig 2:**
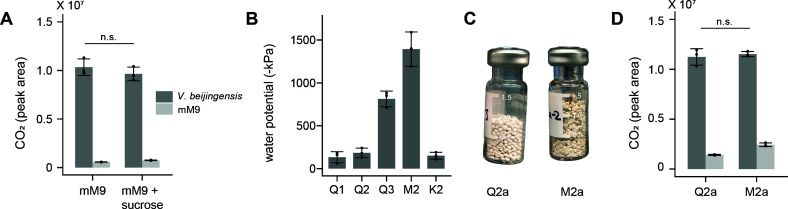
*V. beijingensis* respiration in liquid medium and artificial soils. (**A**) Headspace CO_2_ for *V. beijingensis* grown in crimped vials (dark gray) is compared with cultures lacking cells (light gray). Cells were incubated in mM9 medium containing 425 mM sucrose (−1,323 kPa) or lacking sucrose (−240 kPa) for 72 hours at 30°C without shaking. (**B**) Water potential of artificial soils Q1, Q2, Q3, M2, and K2 hydrated to a water content (θ) of 0.1 g of water per gram of matrix. (**C**) The artificial soils that were hydrated with mM9 containing *V. beijingensis* at a water content of 10% to study the effects of matric potential on respiration. (**D**) Headspace CO_2_ for *V. beijingensis* following 72 hours in each matrix at 30°C. Soils inoculated with cells (dark gray) were compared with those hydrated with mM9 lacking cells (light gray) for each matrix. In all experiments, points represent biological replicates, bars represent the average of all replicates, and error bars represent ±1σ. *P*-values were calculated using two-tailed, unpaired *t*-test (ns, *P* > 0.05).

### Using artificial soils to tune water potential

Artificial soils can be created that mimic soil physical properties, such as soil water energy, by varying structure (31). To screen for artificial soils that can be used to achieve both low and high matric potential when hydrated to the same water content, we characterized the effects of adding mM9 medium on the soil water potential of five different artificial soils (Q1, Q2, Q3, M2, and K2), guided by water potential curves previously reported for these soils (31). When each soil was hydrated with mM9 medium to 100 mg of water per gram of matrix (θ = 10%), we found that Q1, Q2, and K2 yielded pressures ranging from −133 ± 64 kPa (Q1) to −183 ± 55 kPa (Q2; Fig. 2B). These pressures are similar to those observed with liquid mM9 medium in the absence of matrix (−240 ± 104 kPa; *t*-test; *P* = 0.5). M2 yielded the most negative pressure when hydrated to 10% water content with mM9, yielding a pressure (−1,393 ± 200 kPa) that is similar to the pressure of mM9 containing 425 mM sucrose (−1,323 ± 20.8 kPa; *t*-test; *P* = 0.6). An intermediate pressure (−814 ± 91 kPa) was observed with Q3. Thus, when artificial soils are hydrated to 10% water content using mM9, the M2 matrix presents a pressure that is most similar to the pressure observed in mM9 containing 425 mM sucrose, while Q2 exhibits a pressure that is like the pressure of liquid mM9.

The finding that *V. beijingensis* respires and persists in mM9 medium lacking sucrose and containing 425 mM sucrose suggested that this microbe could also persist in the artificial soils presenting a similar range of pressures. To test this idea, Q2 and M2 were hydrated to 10% water content using mM9 containing *V. beijingensis* in crimped vials (Fig. 2C). The number of cells used for inoculation was identical to that of the liquid medium experiments. However, cells were resuspended in smaller volumes of liquid so that they yielded the desired soil water potential following addition to the soils. After 72 hours of static incubation at 30°C, the CO_2_ produced by soils was evaluated, as well as the number of CFU. *V. beijingensis* presented similar respiration in both soils (Fig. 2D), which mirrored that observed with liquid cultures. In addition, cells extracted following each incubation yielded similar CFU for the Q2 (8.9 ± 2.2 × 10^8^) and M2 (5.9 ± 1.3 × 10^8^) soils. These findings identify soil conditions that can create water potentials that mirror the range of potentials generated by adding sucrose to liquid mM9 medium.

### Individual effects of osmotic and matrix stress on transcription

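RNA sequencing counts of *V. beijingensis* were analysed for 4 growth conditions, all sampled after 72 hours. The liquid conditions were mM9 with no sucrose, at the paper's potential of −240 ± 104 kPa, with 5 libraries, and mM9 containing 425 mM sucrose, at the paper's −1323 ± 21 kPa, with 6 libraries. The soil conditions were Q2 soil at the paper's −183 ± 55 kPa and M2 soil at the paper's −1393 ± 200 kPa, each at 10% water content, with 6 libraries each. The soils received 100 µL of mM9 with cells at an optical density (OD) of 2, and the liquid cultures were 1000 µL at 0.2. The deposited sample labels call the Q2 soil Q1, and the paper's name is used here. According to the paper RNA could not be detected in 1 of 6 mM9 replicates, and no library is labelled mM9 replicate 2. The authors trimmed paired reads with Trim Galore 0.6.10, aligned them to the draft assembly with HISAT2 2.2.1 and counted fragments on the coding strand with featureCounts 2.0.1, with no normalization. The identifiers of the coding sequences are shortened here to CDS.n and their scaffolds to scafn, and positions are those of the tables. Descriptions are those of Data set S1, which gives one for 2141 of the coding sequences, so a gene outside that table is not described here. Each pair of conditions was fitted on its own with edgeR's quasi-likelihood test after TMM scaling, over genes whose total count was above 10. Levels are given as CPM, the counts scaled by library size and TMM factor. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed genes (DEGs). Log2 fold changes are mM9-sucrose against mM9, or M2 against Q2 soil, so a positive value is a higher level at the more negative potential. The scaling matters most for M2 soil, where TMM factors were 1.45 to 2.54 and below 1 in the libraries of the other 3 conditions. With library size in place of TMM the median log2 fold change of all genes between the soils was 1.76, with the upper quartile it was 0.91 and with TMM 0.03. Between the liquid media these medians were 0.32, 0.13 and 0.04. To describe groups of genes, 20 lists were fixed before the data were examined, from KEGG orthology numbers and descriptions in the liquid sheets of Data set S1. The study put genes in those sheets because they differed between these liquid libraries, so a list's direction in liquid is not independent evidence. For the same reason, liquid counts adjusted over a list alone are of preselected genes and add no evidence to the counts over all genes. Members were not chosen on the contrast between the soils, but the log2 fold changes of those sheets lie within 6.95e-06 of DESeq2 in 1 fit of all 4 conditions, tried after the data were seen, where the soil libraries share in the size factors and dispersions.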

To investigate the effects of osmotic stress on *V. beijingensis* transcription, cells were grown in liquid mM9 medium lacking or containing sucrose (425 mM), total RNA was purified after a 72-hour incubation, and RNA sequencing was performed. In parallel, cells were grown in Q2 and M2 soils hydrated to 10% water content using mM9 medium containing an identical titer of *V. beijingensis*, which yields a similar range of water potentials. Following sequencing, the transcriptomic data for each condition presented a high alignment rate (>80%) to the reference genome, indicating effective rRNA depletion during total RNA purification. To determine if there are significant differences in the transcriptional profiles of cells grown across these conditions, PCA was used to compare the RNA sequencing data. Across both principal components, the separation between the liquid medium treatments presented a smaller separation than between the Q2 and M2 matrix conditions (Fig. 3; Table S1). 

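Cells in the 2 liquid media lay close together and cells in the 2 soils far apart. On the first 2 principal components, which held 56.7% and 30.9% of the variance of the 500 most variable genes, the centres of the mM9 and mM9-sucrose libraries were 11.4 units apart (SD 5.11 over pairs of libraries, 5 against 6). The centres of the Q2 and M2 soil libraries were 72.2 units apart (SD 11.6, 6 against 6). Moving from liquid to soil at a similar potential gave distances of 66.2 (SD 3.65) for mM9 to Q2 soil and 73.0 (SD 10.1) for mM9-sucrose to M2 soil. M2 soil was farthest from mM9, at 81.4 (SD 9.05), and Q2 soil lay 55.5 (SD 4.63) from mM9-sucrose. M2 soil replicate 3 stood apart on the second component, at 2.46 against 13.9 to 20.7 in the other M2 soil libraries, on the side of Q2 soil (−45.7 to −34.6). Counts were transformed with the variance stabilizing transformation of DESeq2.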

PERMANOVA using Euclidean dissimilarity revealed significant differences across all conditions and showed that 82% of the total variation is explained by the tested conditions (Table S2). 

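Condition accounted for 80.6% of the variation in the transformed counts of 6440 genes (F = 26.3, permutation p = 0.001, the smallest that 999 permutations allow, 23 libraries). Each of the 6 pairs of conditions was also tested by itself. The share was 40.6% between mM9 and mM9-sucrose and 79.9% between Q2 and M2 soil. The remaining 4 pairs each set a soil against a liquid medium and ranged from 60.6% for Q2 soil against mM9-sucrose to 82.8% for M2 soil against mM9. Permutation p was 0.005 or 0.006 in each pair, and 0.006 after Benjamini-Hochberg adjustment over the 6 pairs.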

PCA plots for the subsets of significantly upregulated and downregulated genes alone revealed similar differences across the four conditions (Fig. S2). These findings show that all four of the incubation conditions yield distinct patterns of global gene expression, even though some of the conditions have similar water potentials.

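The 3078 genes that rose in mM9-sucrose or in M2 soil placed the conditions somewhat differently from the full set. On these genes the Q2 soil libraries were about as far from mM9-sucrose, at 28.9 units (SD 4.13), as mM9 was, at 26.7 (SD 4.08). The distance from Q2 to M2 soil was 48.4 (SD 12.0), from mM9-sucrose to M2 soil 54.0 (SD 9.83), from mM9 to Q2 soil 54.8 (SD 3.81) and from mM9 to M2 soil 63.4 (SD 7.50). The paper's text does not name the comparison its subsets came from, so genes called in either comparison were taken. Because these genes were chosen for differing between the same libraries, some separation follows from the choice.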

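At similar water potentials, soil and liquid cells differed in a large part of their genes. Starting cell density and volume of medium differed between soil and liquid as well, so these comparisons do not isolate the matrix. At high potential, 3021 of the 6428 genes tested passed, of which 1307 were higher in Q2 soil than in mM9 and the others lower (2043 higher and 921 lower scaled to library size, 1809 and 1181 by the upper quartile). The copper-domain protein gene CDS.5561 had a log2 fold change of 7.29 (standard error 0.30, adjusted p = 2.68e-11) from edgeR's quasi-likelihood test. The type VI secretion gene CDS.5870 was also higher in Q2 soil, by 5.93 (standard error 0.41), while the ATP synthase gene CDS.5145 was lower, at −3.26 (standard error 0.43, and −2.56 without mM9 replicate 5). At low potential, 2750 genes were higher and 2550 lower in M2 soil than in mM9-sucrose, or 5300 of 6439 (4713 higher and 835 lower scaled to library size, 3912 and 1497 by the upper quartile). The flagellin gene CDS.1493, whose product forms the flagellar filament, was lower in M2 soil at −4.15 (standard error 0.39), as was the hemin uptake gene CDS.486 at −6.51 (standard error 0.57). The glycine betaine transport permease gene CDS.4870 was higher, at 1.52 (standard error 0.28). Each of these genes passed edgeR's quasi-likelihood test with an adjusted p of at most 0.000131. The M2 soil libraries had a flatter profile than all others. The 5th percentile of TPM (counts per coding length, scaled to a common total) was 0.317 to 0.626 of the median gene in M2 soil and 0.0752 to 0.255 in Q2 soil, and the 10 most abundant genes took 1.34% to 5.27% of counts against 6.63% to 13.2% elsewhere. The median gene stood at 118 TPM in M2 soil and 28.7 in Q2 soil, averaged over libraries.

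**Figure D1:**
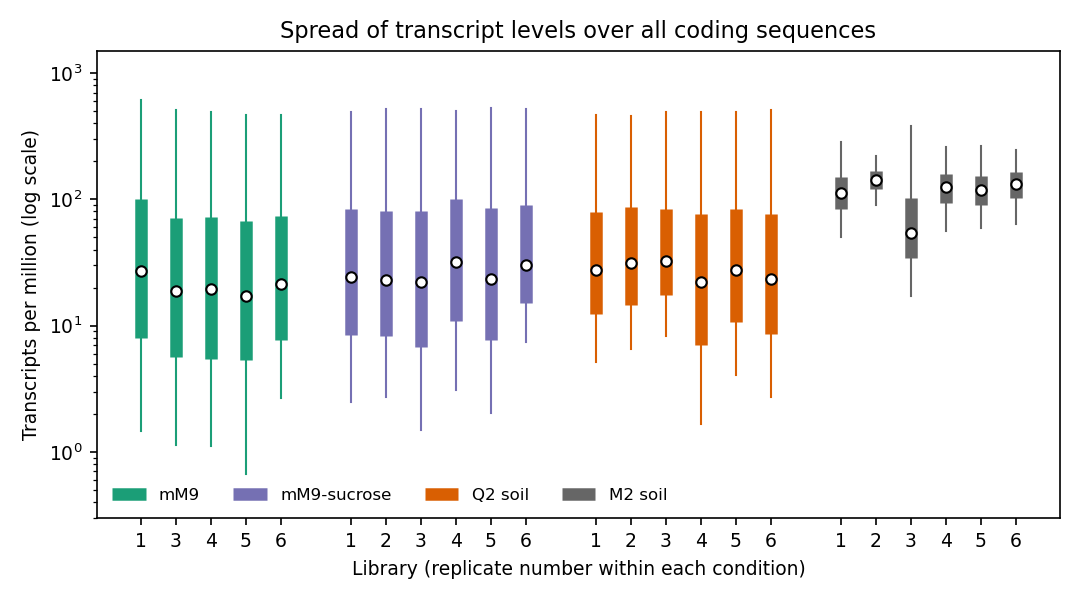
Spread of TPM over coding sequences in each of the 23 libraries, on a log axis. Lines run from the 5th to the 95th percentile, bars from the 25th to the 75th, and circles mark the median. The M2 soil libraries span a 2.46- to 22.0-fold range between the 5th and 95th percentiles and the Q2 soil libraries a 59.3- to 297-fold range.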

**Fig 3:**
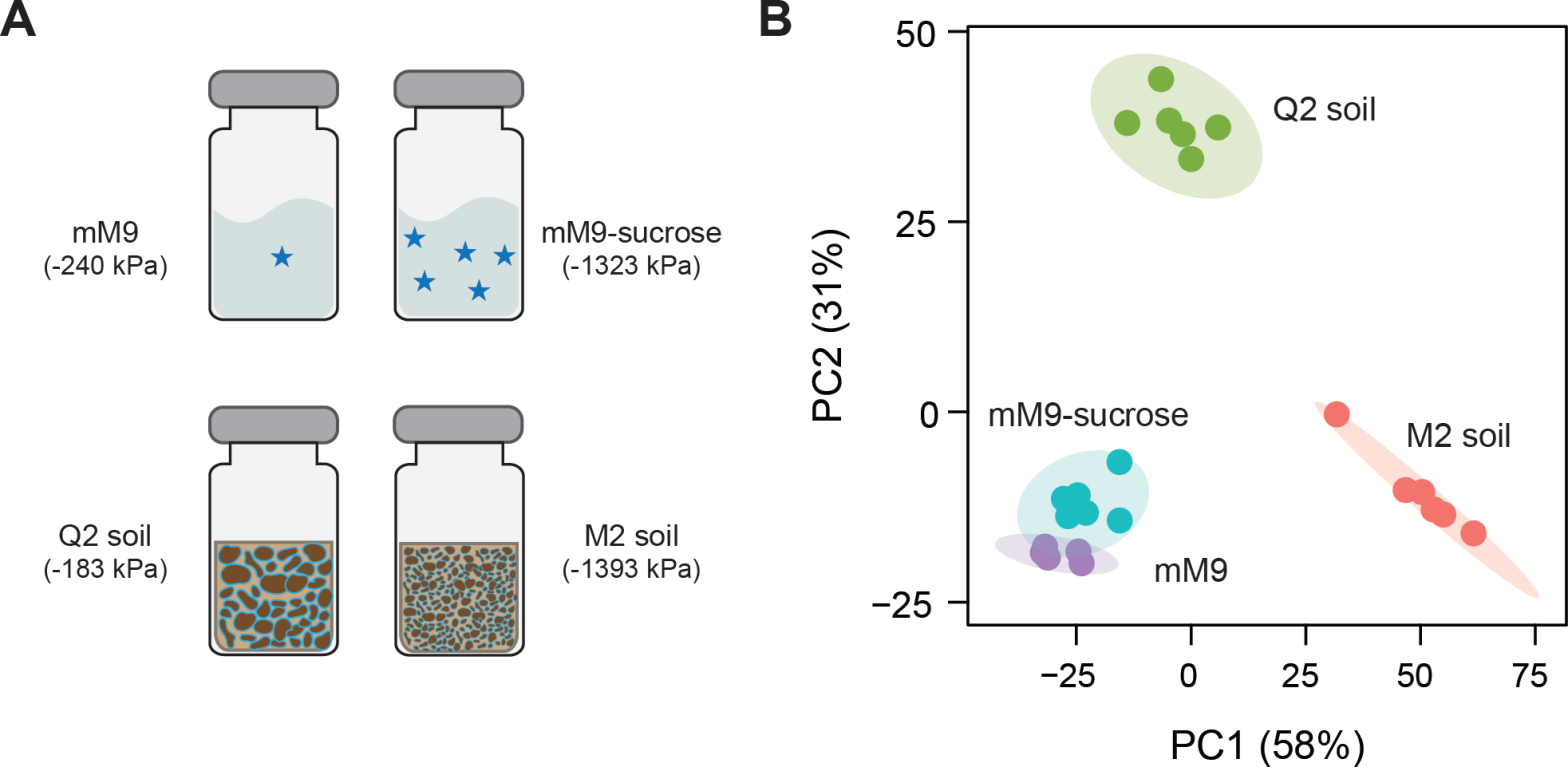
PCA of *V. beijingensis* transcription. (**A**) RNA sequencing was performed on *V. beijingensis* grown in two high-potential conditions, including mM9, having a pressure of −240 ± 104 kPa, and Q2 soil hydrated to 10% water content (−183 ± 55 kPa). In addition, RNA sequencing was performed on *V. beijingensis* grown in two conditions having more negative potentials, including mM9 containing sucrose (−1,323 ± 21 kPa) and M2 soil hydrated to 10% water content with mM9 (−1,393 ± 200 kPa). (**B**) PCA was used to compare the RNA sequencing data across the four different conditions. Each point represents a biological replicate. The shaded clusters for each set of points represent 95% confidence using a multivariate *t*-distribution.

To understand how the gene expression patterns vary with osmotic stress in liquid medium, we evaluated how the gene expression of the 6,440 annotated genes changed in expression in liquid mM9 lacking or containing sucrose (Fig. 4A). The reference genome was previously annotated and filtered for duplicate gene annotations (44). Under osmotic stress conditions (−1,323 kPa), 916 genes were significantly downregulated, while 1,062 genes were significantly upregulated (Wald test; *P*-adjusted < 0.05). 

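In sucrose, the 10 highest-rising genes of the naming rule included genes of pyrroloquinoline quinone (PQQ, a redox cofactor of sugar and alcohol dehydrogenases) synthesis, a flagellin gene and genes of iron uptake, beside CDS.2742 (of unknown function), CDS.3621 (an alpha/beta hydrolase) and CDS.5674 (with an LTXXQ motif). No enrichment was tested. CDS.1157, described as possibly acting in PQQ transport, lies on scaf0005 from 136444 to 137367. It had a log2 fold change of 4.33 (standard error 0.43, adjusted p = 2.45e-06) from edgeR's quasi-likelihood test. The flagellin gene CDS.1493 on scaf0008 from 3739 to 4980 rose by 4.16 (standard error 0.39, adjusted p = 1.84e-06) in the same test, edgeR's quasi-likelihood test. The TonB-dependent siderophore receptor gene CDS.2450 rose by 3.91 ± 0.50 (standard error) and the hemin uptake gene CDS.486 by 3.99 ± 0.51. Among the genes that fell, CDS.4039, a serine aminopeptidase gene, changed by −4.57 (standard error 0.42, adjusted p = 1.84e-06) from edgeR's quasi-likelihood test. The isopropylmalate isomerase gene CDS.1403 of leucine synthesis changed by −4.09 ± 0.42 and its neighbour CDS.1404, a tricarboxylate transport receptor gene, by −4.26 ± 0.41. For these genes every mM9-sucrose library lay on the stated side of every mM9 library, which the naming rule requires of its highest and lowest genes. The outer membrane efflux gene CDS.5563 had the largest rise, 4.47 (standard error 1.17, adjusted p = 0.0112) from edgeR's quasi-likelihood test, but replicate 4 of mM9-sucrose held most of it, and without that library the value was 1.75 (2.30 in place of 3.99 for the multicopper oxidase gene CDS.5562). In all, 647 genes rose and 719 fell among 6424 tested at an adjusted p under 0.05 (1002 rose and 384 fell scaled to library size, 738 and 618 by the upper quartile). The 2 groups did not overlap in 801 genes, where chance gives 0.433% of genes. Without mM9 replicate 4 the count of DEGs was 990.

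**Figure D2:**
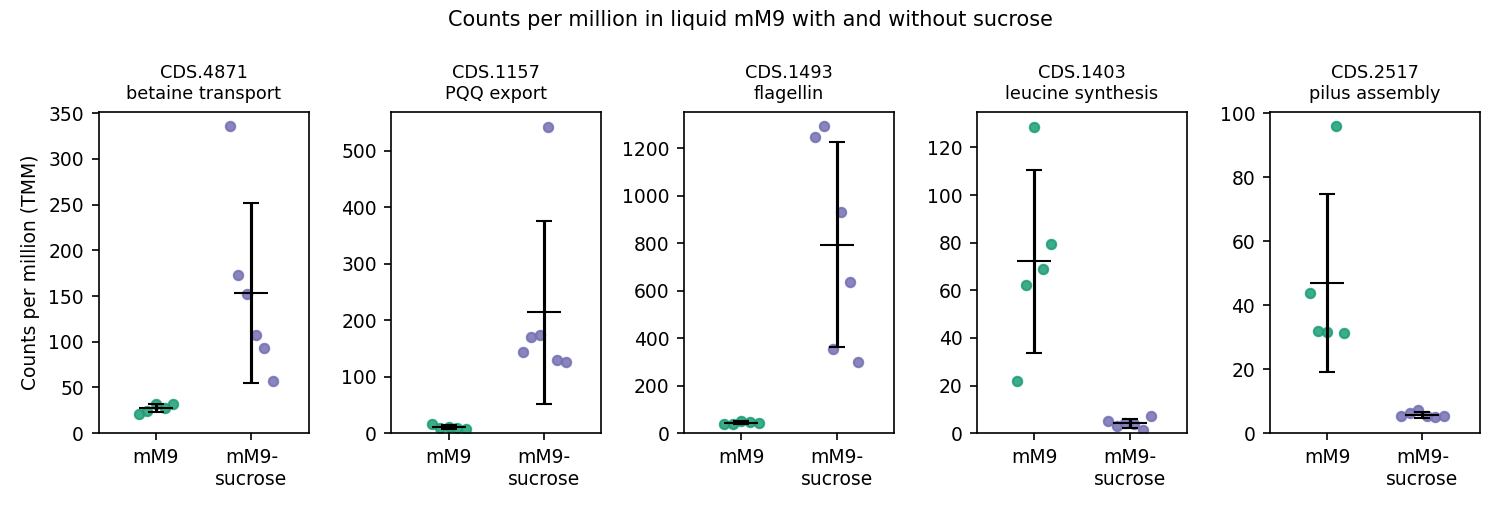
CPM in each mM9 (5) and mM9-sucrose (6) library for genes of glycine betaine transport (CDS.4871), possible PQQ transport (CDS.1157), flagellin (CDS.1493), isopropylmalate isomerase (CDS.1403) and prepilin peptidase (CDS.2517), with the mean and SD as bars. Each panel has its own linear axis. The first 3 genes are higher in every mM9-sucrose library than in every mM9 library and the last 2 are lower.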

To identify pathways that are differentially expressed, an enrichment analysis was performed using the KEGG to evaluate the DEGs presenting significant changes in expression (BH procedure; *P* < 0.05, *q* < 0.2). This analysis revealed that genes implicated in glucose metabolism and oxidative phosphorylation pathways are prominent among those upregulated by osmotic pressure (Fig. S3), including genes involved in glycolysis, the pentose phosphate pathway, gluconeogenesis, and NADH quinone oxidoreductase. 

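Of 8 listed genes of NADH dehydrogenase, terminal oxidases and ATP synthase, 5 fell in sucrose and 2 rose (5 fell and 3 rose adjusted over the list alone). The ATP synthase gene CDS.5145 fell, with a log2 fold change of −2.15 (standard error 0.45, adjusted p = 0.00244) from edgeR's quasi-likelihood test (−1.40 without mM9 replicate 5). The cytochrome c oxidase genes CDS.1614 and CDS.1612, which encode subunits of a terminal oxidase, fell at −0.74 ± 0.23 and −0.72 ± 0.23 (standard errors), calls lost scaled to library size and without each of 7 and 6 single libraries, and CDS.4551, a subunit gene of NADH-quinone oxidoreductase (complex I), fell at −0.86 (standard error 0.23, adjusted p = 0.0122) from edgeR's quasi-likelihood test. CDS.4253 of the cytochrome bd operon, another route of electrons to oxygen, rose at 0.91 (standard error 0.27, adjusted p = 0.0257) from edgeR's quasi-likelihood test, a call lost without mM9 replicate 4 (0.90) or mM9-sucrose replicate 1 (0.71). Scaled to library size, 2 of the 8 fell and 2 rose. Of 8 genes of the Calvin cycle, which shares sugar phosphate reactions with the pentose phosphate pathway and gluconeogenesis, 1 rose and 1 fell (4 and 1 adjusted over the list alone). The RuBisCO small subunit gene CDS.1182 rose at 1.84 (standard error 0.61, adjusted p = 0.0417) from edgeR's quasi-likelihood test, a call lost by the upper quartile, with thinning when replicate 2 was left out and without each of 7 single libraries (1.39 without mM9-sucrose replicate 4), while without mM9 replicate 6 it was 2.71 and called, and the ribose-5-phosphate isomerase gene CDS.4597 fell at −1.04 (adjusted p = 0.00214 from edgeR's quasi-likelihood test). Of 6 genes of the citrate and glyoxylate cycles, 2 rose and 2 fell (4 and 2 adjusted over the list alone, and 4 and 2 scaled to library size). The isocitrate lyase gene CDS.419 of the glyoxylate shunt rose by 1.69 ± 0.33 and the aconitase gene CDS.1988 changed by −2.03 ± 0.35 (standard errors). All 6 mM9-sucrose libraries lay on the stated side of the mM9 mean for each gene that passed. The study chose the members on these libraries, so calls gained by adjusting over a list alone are not added evidence.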

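Glycine betaine is a compatible solute, and cells can degrade it by way of sarcosine to glycine and serine. On scaf0027 lie the sarcosine oxidase gamma and delta subunit genes CDS.3820 and CDS.3822, the GcvT family gene CDS.3821, the FAD-dependent oxidoreductase gene CDS.3823 and the serine dehydratase gene CDS.3824. Together with CDS.3181 (serine hydroxymethyltransferase), CDS.3813 (an FAD-binding oxidoreductase), CDS.4510 (a pyridoxal phosphate enzyme) and CDS.6298 (a 4Fe-4S protein), they are the 9 genes of Table S3. In sucrose, none of the 9 passed edgeR's quasi-likelihood test at an adjusted p under 0.05, adjusted over all genes or over the list alone. CDS.4510 had an unadjusted p of 0.0172 and an adjusted p of 0.0702, with a log2 fold change of 0.54 ± 0.20 (standard error) and all 6 mM9-sucrose libraries above the mM9 mean. It passed with the DESeq2 Wald test (adjusted p = 0.0436), by the upper quartile and scaled to library size, and was the only one of the 9 below 0.05 unadjusted. The log2 fold changes of all 9 were above 0, with a median of 0.61, from 0.12 for CDS.3822 to 1.39 ± 0.83 for CDS.6298 (adjusted p = 0.258 from edgeR's quasi-likelihood test). CDS.3821 had 2 of 6 mM9-sucrose libraries above the mM9 mean, and its value was −0.03 without mM9-sucrose replicate 6. Without mM9 replicate 4, CDS.3822 stood at −0.06. Levels in mM9 ran from 1.09 ± 1.02 CPM for CDS.3820 (SD, n = 5) to 36.3 ± 8.21 for CDS.4510, and all but CDS.4510 lay below the median TPM of all genes in both liquid media (22.6 in mM9 and 27.7 in mM9-sucrose). A separate list of 8 genes for uptake of glycine betaine, proline and potassium and for choline oxidation had 4 members that rose (5 rose and 1 fell adjusted over the list alone, on members the study chose from these libraries). Among them, CDS.4871, the ATPase subunit gene of a glycine betaine transporter, rose by 2.48 (standard error 0.37, adjusted p = 0.00011) from edgeR's quasi-likelihood test, in every mM9-sucrose library against every mM9 library.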

Notably, nine genes implicated in betaine metabolism were upregulated under the osmotic stress condition (Table S3), a pathway that has been implicated as an osmotic stress response in other prokaryotes (22, 59, 60). In contrast, pathways implicated in amino acid, nucleotide, and cofactor biosynthesis were downregulated under the more negative osmotic potential condition (Fig. S4). These experiments establish how *V. beijingensis* gene expression changes when cells experience a ~1,000 kPa change in water potential induced by altering the osmotic pressure.

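Ribosomal genes fell together in sucrose. All 18 listed members, 17 for ribosomal proteins and CDS.2564 for an assembly factor of the 30S subunit, fell, with a median log2 fold change of −1.33, and 16 fell scaled to library size. CDS.2220, for protein bL27, changed by −1.55 (standard error 0.32, adjusted p = 0.00207) from edgeR's quasi-likelihood test. Of 38 genes of amino acid biosynthesis, 16 fell and 5 rose (26 and 12 adjusted over the list alone, 12 and 5 by the upper quartile, while scaled to library size 6 fell and 10 rose). The isopropylmalate isomerase gene CDS.1402 of leucine synthesis fell, with a log2 fold change of −3.22 (standard error 0.29, adjusted p = 1.32e-06) from edgeR's quasi-likelihood test, and the methionine synthase gene CDS.5371 at −2.01 ± 0.47 (standard error). Of 11 genes of purine and pyrimidine biosynthesis, 7 fell and 4 did not pass (10 fell and 1 rose adjusted over the list alone, 5 fell by the upper quartile and 2 scaled to library size). The GMP synthase gene CDS.77 fell, with a log2 fold change of −1.87 (standard error 0.34, adjusted p = 0.000782) from edgeR's quasi-likelihood test, and the orotate phosphoribosyltransferase gene CDS.835 at −1.14 ± 0.24. CDS.3987, a ribonucleotide reductase gene for deoxynucleotide supply, fell at −1.06 ± 0.29, a call lost scaled to library size (−0.78) and without mM9 replicate 4 (−0.84). Of 5 genes for synthesis of the cofactor cobalamin, 2 fell and 1 rose (4 and 1 adjusted over the list alone, 1 and 1 by the upper quartile), and scaled to library size 1 rose and no call of a fall was left. CDS.259, for the step that completes the cobalamin molecule, fell at −1.06 (standard error 0.27, adjusted p = 0.00861) from edgeR's quasi-likelihood test (−0.73 and not called scaled to library size). In each gene named, all 6 mM9-sucrose libraries lay below the mM9 mean (n = 5). The study chose the members of these lists from the same libraries, so neither their direction nor calls gained by adjusting over a list alone are independent evidence.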

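Beyond these pathways, more listed genes of PQQ synthesis, trehalose and glycogen, motility and iron uptake rose than fell in sucrose, and more genes of pili fell than rose. Of 11 genes of PQQ synthesis and PQQ-linked alcohol oxidation, 8 rose (11 adjusted over the list alone), among them CDS.1158, for PQQ ring closure, which went from 4.27 ± 1.51 CPM (SD, n = 5) to 62.9 ± 13.4 (SD, n = 6) (adjusted p = 1.7e-07 from edgeR's quasi-likelihood test). Of 8 genes of trehalose and glycogen metabolism, 6 rose (7 adjusted over the list alone). The glycogen branching enzyme gene CDS.318 rose by 2.42 (standard error 0.23, adjusted p = 2.17e-06) and the alpha amylase family gene CDS.313 by 2.44 ± 0.27, both by edgeR's quasi-likelihood test. Of 41 genes of flagella and chemotaxis, 22 rose and 19 did not pass (37 rose adjusted over the list alone), with the flagellar export gene CDS.6267 at 2.45 ± 0.61 and 34 members called by the DESeq2 Wald test. Of 23 genes of siderophore synthesis, TonB-dependent receptors and haem uptake, 14 rose and 5 fell (16 and 7 adjusted over the list alone). CDS.1867, for a siderophore-interacting protein, fell at −2.58 ± 0.44. Of 6 genes of nitrate, nitrite and nitric oxide reduction, 3 rose and 2 fell (3 and 3 adjusted over the list alone). The nitric oxide reductase gene CDS.3979 rose by 3.69 (standard error 0.37, adjusted p = 2.51e-06) from edgeR's quasi-likelihood test, next to the regulator gene CDS.3978 at 2.61 ± 0.32. Of 24 genes of type IV and Flp pili, 16 fell (20 fell and 4 rose adjusted over the list alone, 11 and 3 scaled to library size). The prepilin peptidase gene CDS.2517 fell, with a log2 fold change of −3.03 (standard error 0.31, adjusted p = 2.97e-06) from edgeR's quasi-likelihood test, with the pilus assembly gene CDS.2516 at −2.22 ± 0.42. Of 21 genes of exopolysaccharide, capsule and surface glycan synthesis, 11 rose and 7 fell (14 and 7 adjusted over the list alone), the largest change being that of the polysaccharide export gene CDS.385, at −2.03 ± 0.29. All lists were drawn from genes the study called in these libraries, so calls gained by adjusting over a list alone are not added evidence. From the counts of genes changed in each direction and the enriched pathways, the paper concludes how expression changes with a shift of osmotic pressure.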

**Fig 4:**
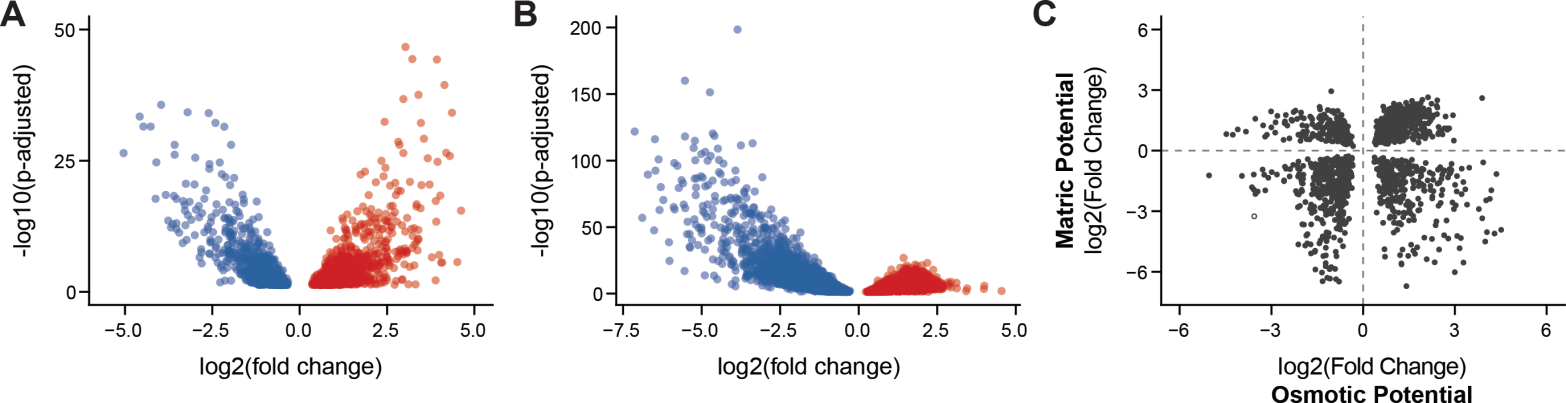
*V. beijingensis* genes that are DEGs when water potential becomes more negative. The changes in gene expression observed when (**A**) comparing cells grown in liquid mM9 medium containing or lacking sucrose and (**B**) comparing cells grown in Q2 and M2 soils hydrated to 10% water content with mM9 medium containing cells. Blue data points represent genes that are downregulated as the soil potential becomes more negative, while red data points represent those that are upregulated as the soil potential becomes more negative. (**C**) A comparison of DEGs arising from similar osmotic and matric potential changes. Among all genes that showed significant changes in gene expression under both osmotic and matric potential treatments (*n* = 1,508 unique genes), approximately two-thirds covaried in the direction of those gene expression changes (*n* = 1,021 genes). Only those genes that presented a significant change in gene expression (Wald test; *P*_adjusted_ <0.05) are shown.

To establish how cells grown in soils having different matric potentials influence gene expression, we investigated how gene expression varies across Q2 and M2 matrices. Under the water potential growth condition of the M2 matrix, which has a pressure that is near permanent wilting point, large numbers of genes were significantly upregulated (*n* = 2,678) and downregulated (*n* = 2,374) compared to cells grown in the Q2 matrix (Fig. 4B). 

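In M2 soil relative to Q2 soil, genes with deep falls included those of copper resistance, type VI secretion and branched-chain amino acid transport. The copper-domain protein gene CDS.5561 on scaf0055 from 2589 to 3095 had a log2 fold change of −6.08 (standard error 0.66, adjusted p = 1.38e-06) from edgeR's quasi-likelihood test. The type VI secretion gene CDS.5870 on scaf0064 from 4863 to 5381 fell, with a log2 fold change of −6.46 (standard error 0.47, adjusted p = 2.35e-08) from edgeR's quasi-likelihood test. CDS.4884, a ligand-binding receptor gene of an amino acid transporter, fell at −5.98 ± 0.48, the extracellular solute-binding protein gene CDS.1817 at −6.57 ± 0.60 and CDS.5042, for a membrane protein of unknown function, at −6.78 ± 0.61 (standard errors). Rises were smaller. CDS.3024, for a TolC family outer membrane protein of type I secretion, rose by 2.71 (standard error 0.33, adjusted p = 3.84e-06) from edgeR's quasi-likelihood test, from 7.93 ± 4.42 to 53.9 ± 13.6 CPM. CDS.5585, with a shikimate dehydrogenase domain, rose at 2.66 ± 0.44, and the sigma factor gene CDS.2577 at 2.49 ± 0.35. For these genes every M2 soil library lay on the stated side of every Q2 soil library, which the naming rule requires of its highest and lowest genes. In all, 2666 genes rose and 2590 fell among 6439 tested at an adjusted p under 0.05. Scaled to library size, 4930 rose and 724 fell, and by the upper quartile 3930 and 1418. The 2 groups did not overlap in 3646 genes, where chance gives 0.216%. The 583 genes above 10 times the median TPM in Q2 soil had a median log2 ratio of M2 to Q2 TPM of −1.07, with 10th and 90th percentiles of −2.88 and 0.14. The falls and rises named here were not separated from the flattening of the M2 soil profiles.

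**Figure D3:**
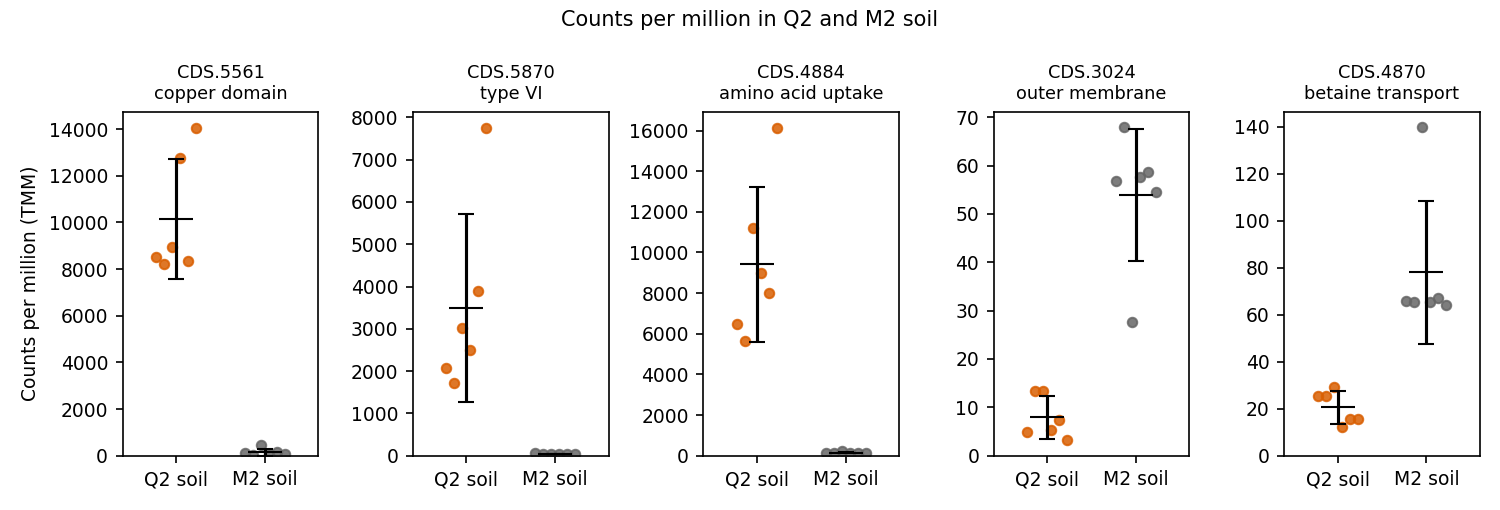
CPM in each Q2 (6) and M2 (6) soil library for genes of a copper-domain protein (CDS.5561), type VI secretion (CDS.5870), an amino acid receptor (CDS.4884), a TolC family protein (CDS.3024) and glycine betaine transport (CDS.4870), with the mean and SD as bars, each panel on its own linear axis. The first 3 genes are lower in every M2 soil library than in every Q2 soil library and the last 2 are higher with TMM scaling.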

In total, 2.55-fold more genes presented significant changes in gene expression across the two matrices compared with measurements comparing the two liquid growth conditions. 

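Between the soils, 5256 genes passed the test, against 1366 between the liquid media, a ratio of 3.85. At an unadjusted p under 0.05 the counts were 5309 and 2170. With 1 library left out at a time the ratio ran from 3.50 to 5.31, the highest without mM9 replicate 4. With every library thinned to the lowest total count and 5 libraries per group it was 4.74. It was lower with the DESeq2 Wald test (3.23), in 1 fit of 4 groups (2.88) and with DESeq2 in 1 fit of 4 groups, chosen after seeing the data (2.55). The median absolute log2 fold change of all genes was 1.09 between the soils and 0.43 between the liquid media, and M2 soil was the condition with the flat count profile. On simulated counts with the spread of these libraries, but without the flat profile of M2 soil, the test recovered 69 of 100 genes changed by 1 on the log2 scale between the soils and 45 of 100 between the liquid media.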

When comparing gene expression in M2 to Q2, pathways having large numbers of upregulated genes included those implicated in glucose metabolism, oxidative phosphorylation, and betaine metabolism (Fig. S5). 

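With TMM scaling, most betaine genes rose in M2 soil and most listed respiratory genes fell. Of the 9 betaine genes of Table S3, 8 rose and 1 fell, counts that were equal when adjusted over the list alone, with a median log2 fold change of 1.69. The largest rise was in CDS.6298, a 4Fe-4S protein gene, at 2.39 (standard error 0.40, adjusted p = 7.07e-05) from edgeR's quasi-likelihood test, followed by the FAD-binding oxidoreductase gene CDS.3813 at 2.03 ± 0.37 and the serine dehydratase gene CDS.3824 at 1.96 ± 0.29. CDS.4510, a pyridoxal phosphate enzyme gene, fell at −1.06 ± 0.15 (0.66 scaled to library size). The median TPM of the 9 genes was 5.13 in Q2 soil and 74.5 in M2 soil. In each of the 8 that rose, M2 soil replicate 3 had the lowest CPM of the M2 soil libraries. It stood at 20.6 for CDS.6298 (others 45.2 to 65.7) and 28.3 for CDS.3824 (others 47.1 to 66.5). That library had the least flat profile, with a 22.0-fold range of TPM from 5th to 95th percentile (others 2.46 to 5.70). A betaine response was not separated from the flattening. Of 8 genes for uptake of glycine betaine, proline and potassium and for choline oxidation, 5 rose and 3 did not pass (5 rose adjusted over the list alone, and 8 both by the upper quartile and scaled to library size). Among those that rose was the Kdp potassium transport gene CDS.5990 at 1.85 (standard error 0.36, adjusted p = 0.000252) from edgeR's quasi-likelihood test. Their median TPM was 19.2 in Q2 and 108 in M2 soil. Of 8 genes of NADH dehydrogenase, terminal oxidases and ATP synthase, 7 fell and 1 rose, also when adjusted over the list alone (5 fell and 1 rose by the upper quartile, 3 and 3 scaled to library size). Their median TPM was 147.5 in Q2 and 155 in M2 soil. The cytochrome c oxidase genes CDS.1614 and CDS.1612 fell at −2.53 (standard error 0.26, adjusted p = 8.9e-07) and −2.36 by edgeR's quasi-likelihood test, and the ATP synthase gene CDS.5145 at −2.85 ± 0.61 (−3.62 without M2 soil replicate 3). Of 8 Calvin cycle genes, which overlap with sugar phosphate metabolism, 6 rose and 1 fell, also when adjusted over the list alone. The RuBisCO large subunit gene CDS.1181 rose at 1.46 ± 0.21 and the ribose-5-phosphate isomerase gene CDS.4597 fell at −1.18 ± 0.12 (0.56 scaled to library size). Their median TPM was 16.9 in Q2 and 114.1 in M2 soil, beside a median over all genes of 28.7 and 118.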

Pathways having the largest numbers of genes downregulated included those implicated in the amino acid biosynthesis, nucleotide metabolism, cofactor synthesis, and the citrate cycle (Fig. S6). These measurements show how gene expression changes when cells experience a ~1000 kPa change in water potential induced by altering the matrix, while holding water content constant.

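With TMM scaling, most listed genes of amino acid and nucleotide synthesis fell in M2 soil, while those of the citrate cycle rose. Of 38 genes of amino acid biosynthesis, 23 fell and 9 rose (24 and 9 adjusted over the list alone, 13 and 15 by the upper quartile, 7 and 28 scaled to library size). CDS.3316, a glutamine amidotransferase class peptidase gene, fell, with a log2 fold change of −3.65 (standard error 0.39, adjusted p = 1.12e-06), the dehydratase gene CDS.2396 of branched-chain amino acid synthesis at −3.48 ± 0.23 and the anthranilate synthase gene CDS.5893 of tryptophan synthesis at −2.81 ± 0.30, all by edgeR's quasi-likelihood test. Of 11 genes of purine and pyrimidine synthesis, 7 fell and 1 rose, also when adjusted over the list alone (6 and 4 by the upper quartile, 2 and 7 scaled to library size). CDS.77, for GMP synthase, fell, with a log2 fold change of −4.29 (standard error 0.36, adjusted p = 1.13e-07) from edgeR's quasi-likelihood test and CDS.5429, of purine synthesis, at −2.03 ± 0.24. The median TPM of the amino acid list was 62.4 in Q2 and 119 in M2 soil, and that of the nucleotide list 77.0 and 124. Of 5 cobalamin genes, 2 fell and 2 rose, also when adjusted over the list alone (1 and 3 by the upper quartile, and 5 rose scaled to library size), with a median TPM of 19.3 in Q2 and 74.2 in M2 soil. CDS.2560 fell at −1.31 ± 0.16. Of 6 genes of the citrate and glyoxylate cycles, 5 rose and 1 did not pass (5 rose adjusted over the list alone), with a median TPM of 17.1 in Q2 and 118 in M2 soil. The aconitase gene CDS.1988 rose by 1.52 (standard error 0.22, adjusted p = 1.99e-05) and the citrate synthase gene CDS.6171 by 1.39 (standard error 0.18, adjusted p = 7.6e-06), both from edgeR's quasi-likelihood test. Of the 18 ribosomal genes, 11, all for ribosomal proteins, fell and 7 did not pass (11 fell adjusted over the list alone, 7 fell and 1 rose by the upper quartile, 2 and 1 scaled to library size). CDS.2219, which binds the large subunit's RNA, fell at −2.88 ± 0.66 (−3.75 without M2 soil replicate 3). Their median TPM was 1012 in Q2 and 1027 in M2 soil. In each gene named, all 6 M2 soil libraries lay on the stated side of the Q2 soil mean.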

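The soil libraries also differed in genes of motility, PQQ, iron, glycogen, nitrogen oxides, pili and surface glycans. Of 41 genes of flagella and chemotaxis, 35 rose and 3 fell, also when adjusted over the list alone. The chemotaxis methyltransferase gene CDS.1506 rose by 1.96 (standard error 0.28, adjusted p = 1.52e-05) from edgeR's quasi-likelihood test, while the flagellin gene CDS.1493 fell at −2.05 ± 0.32. CDS.1506 stood at 35.4 CPM in M2 soil replicate 3, the least flat, and at 46.3 to 56.0 in the other M2 soil libraries. The median TPM of the list was 9.66 in Q2 and 98.6 in M2 soil. Of 11 genes of PQQ synthesis and PQQ-linked alcohol oxidation, 6 rose and 3 fell, also when adjusted over the list alone (8 and 1 by the upper quartile, and 10 rose scaled to library size), at a median TPM of 10.7 in Q2 and 80.1 in M2 soil. Of 23 genes of siderophore synthesis, TonB-dependent receptors and haem uptake, 13 rose and 3 fell, also when adjusted over the list alone (20 and 2 by the upper quartile), with the TonB-dependent receptor gene CDS.4370 at 1.92 (standard error 0.23, adjusted p = 3.08e-06) from edgeR's quasi-likelihood test. Their median TPM was 20.4 in Q2 and 110.2 in M2 soil. Of 8 genes of trehalose and glycogen metabolism, 4 fell and 3 rose, also when adjusted over the list alone (none fell and 4 rose by the upper quartile, and 7 rose scaled to library size), at a median TPM of 46.2 in Q2 and 148 in M2 soil. The maltosyltransferase gene CDS.317 fell at −1.02 ± 0.35, with M2 soil replicate 3 above the Q2 soil mean, and CDS.6405, of trehalose utilisation, rose at 1.30 ± 0.15. Of 6 genes of nitrate, nitrite and nitric oxide reduction, 2 fell and 4 did not pass (1 fell adjusted over the list alone, while 3 rose by the upper quartile and 6 scaled to library size). The 2 are the regulator genes CDS.6254, at −1.05 ± 0.15, and CDS.3978, at −0.74 ± 0.28 (not called without Q2 soil replicate 4 or 5 or M2 soil replicate 3), so no reductase gene of the list was called. The list was at a median TPM of 36.1 in Q2 and 113.8 in M2 soil. Of 24 genes of pili, 14 fell and 7 rose, also when adjusted over the list alone (10 and 12 by the upper quartile, 4 and 17 scaled to library size), at a median TPM of 52.2 in Q2 and 122 in M2 soil. CDS.3287, for the minor pilin of DNA uptake, fell, with a log2 fold change of −2.38 (standard error 0.20, adjusted p = 8.97e-08) from edgeR's quasi-likelihood test, while the prepilin peptidase gene CDS.2517 rose at 1.80 ± 0.26. Of 21 genes of exopolysaccharide, capsule and surface glycan synthesis, 10 fell and 7 rose, also when adjusted over the list alone (3 and 11 by the upper quartile, 2 and 16 scaled to library size). The sugar transferase gene CDS.635 fell at −3.37 ± 0.32, and the list's median TPM was 39.4 in Q2 and 149.5 in M2 soil. From the numbers of genes up and down between the matrices and the enriched pathways, the paper concludes how expression changes with a shift of water potential made by the matrix at constant water content.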

### Comparing the effects of osmotic and matrix stress

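With TMM scaling, changes of more than 8-fold between the soils were nearly all falls, and such rises were fewer than in liquid. Between Q2 and M2 soil, 1669 genes rose and 1818 fell by more than 2-fold, and 4 rose and 298 fell by more than 8-fold, of 6439 tested. This direction depends on the scaling: past 8-fold, 90 rose and 131 fell by the upper quartile, and 1242 rose and 69 fell scaled to library size. The genes past 8-fold included CDS.3611, a heavy metal export ATPase gene, at −5.64 (standard error 0.38, adjusted p = 1.37e-08) and CDS.4883, with the FCD domain of transcription regulators, at −6.39 (standard error 0.44, adjusted p = 1.61e-08), both from edgeR's quasi-likelihood test, with no overlap between the 6 libraries of each soil. Between mM9 and mM9-sucrose, 450 genes rose and 394 fell by more than 2-fold, and 45 rose and 31 fell by more than 8-fold (63 and 23 scaled to library size), of 6424 tested. Among those were CDS.1159, of PQQ synthesis, at 3.27 ± 0.60 (3.92 without mM9 replicate 5), and the thiolase family gene CDS.3550 of fatty acid metabolism at −3.81 ± 0.48 (standard errors, edgeR's quasi-likelihood test). All of these genes also passed an adjusted p under 0.05.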

Gene expression measurements revealed that matrix changes induce more DEGs than osmolyte changes (Fig. S7). To better understand how these DEGs relate under the different water potential conditions evaluated*,* the DEGs arising from osmotic and matrix stress were compared (Fig. 4C). In total, 1,508 genes presented a significant change in gene expression when subjected to both matrix and osmotic stress. These DEGs had a large overlap (76%) with the genes that exhibited differential expression in liquid medium. Among these shared DEGs, 1,021 genes (67.7%) covaried in their direction of differential gene expression when cells experienced both osmotic and matrix stress. Thus, although a smaller number of genes present altered gene expression under osmotic stress, a majority of these DEGs present similar responses under matric potential changes of similar magnitude.

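In both comparisons 1073 genes passed the test, among the 6424 tested in both, where independent lists of these sizes would share 1116. The glycine betaine transport genes CDS.4870 and CDS.4869 were among them, as were the GMP synthase gene CDS.77 and the ATP synthase gene CDS.5145. The liquid and soil comparisons have no library in common.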

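Of the genes that changed in sucrose, 78.6% also changed between the soils, beside 81.6% of all genes tested in soil. Examples that changed in liquid but did not pass in soil are the isocitrate lyase gene CDS.419, with a soil log2 fold change of −0.25 (standard error 0.61, adjusted p = 0.712), and the nitric oxide reductase gene CDS.3979, at −0.50 (standard error 0.32, adjusted p = 0.161), both by edgeR's quasi-likelihood test. When both comparisons also required a change of more than 2-fold, the share was 53.1%, or 448 genes, where independent lists would share 457. These shares are thus no larger than independent lists would give.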

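Among the 1073 shared genes, 235 rose in both, 454 fell in both, 262 rose in liquid and fell in soil, and 122 fell in liquid and rose in soil. Independent lists of the same sizes would give 268, 290, 261 and 298 genes. The same direction was thus seen in 689 genes or 64.2%, beside 50.0% for independent lists, and with this test the excess lay in genes that fell in both. In 1 fit of 4 groups, 456 rose in both where independent lists would give 417, and in DESeq2 in 1 fit of 4 groups, chosen after seeing the data, 530 where they would give 442, so there the excess lay in both directions. Of genes named above, GMP synthase gene CDS.77 fell in both, aconitase gene CDS.1988 fell in liquid and rose in soil, and flagellin gene CDS.1493 rose in liquid and fell in soil (−0.28 and not called scaled to library size). Without mM9 replicate 4 the count in the same direction was 451, and requiring a change of more than 2-fold it was 264. Scaled to library size, 722 shared genes rose in both and 89 fell in both, where independent lists would give 767 and 43.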

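Across all 6424 genes the liquid and soil log2 fold changes had a Pearson correlation of 0.20 and a Spearman correlation of 0.33, computed across genes, which are not independent replicates. Of the 1062 genes in the upregulated liquid sheet of Data set S1, 520 rose and 327 fell between the soils with TMM (722 and 177 by the upper quartile, 855 and 105 scaled to library size). Of the 916 in its downregulated sheet, 538 fell and 184 rose with TMM. This direction depends on the scaling, with 313 fallen and 420 risen by the upper quartile and 158 and 606 scaled to library size. From the share of common DEGs that moved the same way, the paper concludes that most genes altered by osmotic stress respond alike to a matric change of similar size.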

To understand the pathways that covaried as osmotic and matric potential became more negative, KEGG enrichment analysis was performed. Metabolic pathways that were upregulated under both mechanisms of water potential changes included pathways implicated in betaine metabolism, amino acid metabolism, and energy production (Fig. 5A). Also, the genes encoding 1-aminocyclopropane-1-carboxylate deaminase and nodulation factor transporter were upregulated in both conditions; these represent plant growth-promoting genes (61). 

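Glycine betaine transport genes rose in both comparisons. The permease gene CDS.4870, at scaf0040 from 53999 to 55150, rose by 1.76 (standard error 0.40, adjusted p = 0.00443) in sucrose from edgeR's quasi-likelihood test. In soil it went from 20.7 ± 6.98 CPM in Q2 to 78.0 ± 30.4 in M2 (SD, n = 6 each, adjusted p = 1.08e-05 from edgeR's quasi-likelihood test). Its neighbour CDS.4869, for the substrate-binding protein, rose by 1.06 (standard error 0.23, adjusted p = 0.00354) and 1.64 (standard error 0.32, adjusted p = 0.000235) by edgeR's quasi-likelihood test, with no overlap between groups in either comparison. The remaining gene of that transporter, CDS.4871, had a soil value of 0.48 ± 0.46 (adjusted p = 0.333 from edgeR's quasi-likelihood test). M2 soil replicate 3, the least flat, stood at 140.1 CPM for CDS.4870 (others 64.0 to 67.1) and 231.7 for CDS.4869 (others 63.1 to 77.2). The soil rises of CDS.4870 and CDS.4869 were not separated from the flattening of the M2 soil profiles. Motility genes rose in both as well, such as the histidine kinase gene CDS.6255, at 2.62 ± 0.74 in liquid (a call lost without mM9 replicate 4 or mM9-sucrose replicate 1) and 1.54 ± 0.39 in soil. In energy metabolism the citrate synthase gene CDS.6171 rose by 0.77 (standard error 0.27, adjusted p = 0.0491) in sucrose from edgeR's quasi-likelihood test and also rose in M2 soil, but its liquid call was lost by the upper quartile, with thinning and without each of 10 single libraries. All of these rises except that of CDS.4871 in soil passed the threshold in both comparisons.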

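CDS.6090, described as part of the NodIJ export system for nodulation factor lipooligosaccharides, lies on scaf0072 from 6800 to 7744. In sucrose its log2 fold change was 0.89 (standard error 0.41, adjusted p = 0.137) from edgeR's quasi-likelihood test, with all 6 mM9-sucrose libraries above the mM9 mean, at 8.58 ± 3.21 CPM (SD, n = 5) in mM9 and 16.4 ± 12.4 (SD, n = 6) in mM9-sucrose. Replicate 4 of mM9-sucrose stood at 41.4 against 8.84 to 14.4 in the others, and without it the value was 0.40. In M2 soil the gene rose by 0.76 (standard error 0.22, adjusted p = 0.0046) from edgeR's quasi-likelihood test, with all 6 libraries above the Q2 soil mean. The 1-aminocyclopropane-1-carboxylate deaminase gene was not paired with an identifier in the tables used here and is not analysed.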

Pathways involved in amino acid biosynthesis were prevalent among the DEGs that were downregulated under both types of stress (Fig. 5B). 

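Methionine and pyrimidine synthesis supplied genes that fell in both comparisons, along with ribosomal proteins. The methionine synthase gene CDS.5371 fell in sucrose and at −1.47 (standard error 0.62, adjusted p = 0.0393) in M2 soil from edgeR's quasi-likelihood test, a soil call lost by the upper quartile, scaled to library size and without each of 7 single libraries (−2.22 and called without M2 soil replicate 3). The orotate phosphoribosyltransferase gene CDS.835 of pyrimidine synthesis fell in soil, with a log2 fold change of −1.83 (standard error 0.18, adjusted p = 4.96e-07) from edgeR's quasi-likelihood test after its fall in liquid. The ribosomal protein gene CDS.2220 fell at −1.96 ± 0.32 in soil, and the polysaccharide export gene CDS.385 at −2.05 ± 0.17. The soil falls of CDS.835 (−0.13), CDS.385 (−0.31) and CDS.2220 (−0.40) were not called when scaled to library size. The isopropylmalate isomerase genes, which fell in sucrose, rose in M2 soil instead, CDS.1403 at 0.93 ± 0.26 and CDS.1402 at 0.57 ± 0.15 (standard errors, edgeR's quasi-likelihood test). Their adjusted p-values in soil were 0.00395 and 0.00228 by edgeR's quasi-likelihood test. CDS.1403 stood at 9.33 TPM in Q2 and 74.2 in M2 soil, and CDS.1402 at 19.1 and 112. The median over all genes was 28.7 in Q2 and 118 in M2 soil. These rises were not separated from the flattening of the M2 soil profiles.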

A much smaller number of pathways had DEGs where the direction of the gene expression change was not correlated (Fig. 5C). Among these pathways, cobalamin synthesis and KDO2-lipid A biosynthesis were upregulated by matrix stress and downregulated by osmotic stress, while leucine/lysine degradation and NADH-quinone oxidoreductase were downregulated by matrix stress and upregulated by osmotic stress. Together, these analyses show that a majority of the DEGs arising from shifts in osmotic and matric potential exhibit similar directions of expression changes. They also identify the metabolic pathways having DEGs that respond similarly to changes in water potential arising from increased osmolyte concentrations and altered soil texture, which makes matric potential more negative.

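Of these pathways, the lists cover cobalamin synthesis and hold 1 gene of NADH-quinone oxidoreductase, and the others are not covered. In cobalamin synthesis, CDS.277, for amidation of cobyrinic acid, fell in sucrose at −0.66 (standard error 0.20, adjusted p = 0.0279) and rose in M2 soil at 1.04 (standard error 0.19, adjusted p = 0.000179) by edgeR's quasi-likelihood test, and the difference between the 2 responses was itself past the threshold at 2.05 (standard error 0.28, adjusted p = 1.56e-06) from edgeR's quasi-likelihood test. CDS.277 stood at 8.28 TPM in Q2 and 67.3 in M2 soil, and its soil rise was not separated from the flattening of the M2 soil profiles. CDS.823, of porphyrin methylation, rose in both (in liquid at 0.69 ± 0.23), and the precorrin methyltransferase gene CDS.1815 fell in soil at −1.13 ± 0.15 (0.57 scaled to library size). The liquid call of CDS.277 was lost by the upper quartile (−0.57), scaled to library size (−0.36), with thinning and without each of 6 single libraries, and that of CDS.823 with thinning and without each of 8 single libraries. CDS.4551, the NADH-quinone oxidoreductase subunit gene, fell in sucrose and fell in M2 soil at −1.59 (standard error 0.36, adjusted p = 0.000885) from edgeR's quasi-likelihood test, with all 6 M2 soil libraries below the Q2 soil mean. Its soil value was −0.06 and not called scaled to library size. Its 2 responses differed by −0.46 (standard error 0.43, adjusted p = 0.351) by edgeR's quasi-likelihood test, which did not pass.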

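Of 14 listed genes of copper and heavy metal resistance, 9 rose in sucrose and 12 fell in M2 soil (9 and 10 by the upper quartile, 10 and 8 scaled to library size), where CDS.1849 fell in both and mM9-sucrose replicate 4 held much of the liquid rise of CDS.5560 and CDS.5562. Of 25 type VI secretion genes, 19 rose in sucrose, but the direction in soil depends on the scaling, with 14 fallen and 7 risen by TMM, 8 and 12 by the upper quartile and 6 and 17 scaled to library size. A test of the soil response minus the liquid response over all 23 libraries called 3864 of 6440 genes, 2155 with a higher and 1709 with a lower response in soil (4038 and 747 scaled to library size, 2983 and 1237 by the upper quartile, and with DESeq2 size factors 1659 and 1994). The possible PQQ transport gene CDS.1157 had the difference −5.27 (standard error 0.48, adjusted p = 2.06e-09) from edgeR's quasi-likelihood test and the copper-domain gene CDS.5561 −8.82 (standard error 0.91, adjusted p = 1.67e-08) by edgeR's quasi-likelihood test (−9.45 without M2 soil replicate 3 and −8.09 without mM9-sucrose replicate 4). Prepilin peptidase gene CDS.2517 had 5.17 (standard error 0.41, adjusted p = 1.76e-10) and aconitase gene CDS.1988 3.91 (standard error 0.43, adjusted p = 5.58e-08), in the other direction, from edgeR's quasi-likelihood test. A difference below 0 is a more downward change in soil, which can be a smaller rise, a deeper fall or a reversal. Of 41 motility genes, 5 had a difference above 0 and 4 below 0 (0 and 3 adjusted over the list alone). Of 8 trehalose and glycogen genes 1 was above and 6 below, and of 25 type VI secretion genes 17 were below. Of the 18 ribosomal genes, 1 passed, that of the 30S assembly factor CDS.2564, whose fall in sucrose was not called in soil (difference 1.55, adjusted p = 0.00372 from edgeR's quasi-likelihood test). Of 9 betaine genes of Table S3, 5 were above 0 and 1 below, CDS.4510, which did not pass in liquid and fell in soil. Scaled to library size, 22 motility genes were above 0 and 1 below, 2 and 4 of trehalose and glycogen, 7 and 9 of type VI secretion, 11 and 0 of ribosomal genes and 8 and 0 of betaine genes. From the shared DEGs with 1 direction, the paper concludes that most DEGs of the osmotic and matric shifts change in similar directions. Its abstract adds that the responses were not identical.

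**Figure D4:**
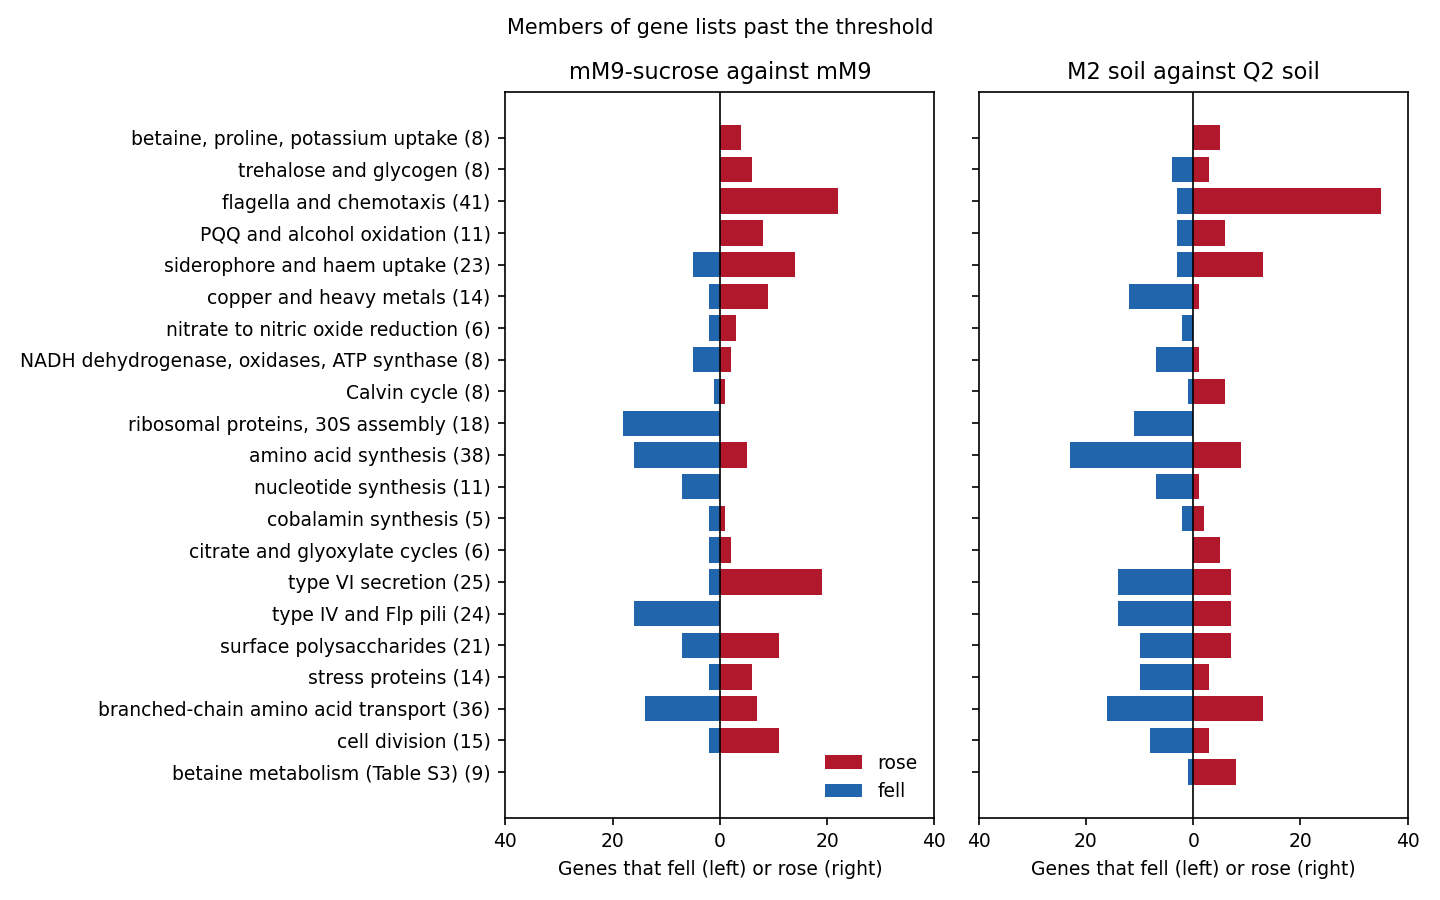
Members of each gene list that rose (right of 0) and fell (left of 0) at an adjusted p under 0.05 from edgeR's quasi-likelihood test, in mM9-sucrose against mM9 and in M2 against Q2 soil. All 18 ribosomal genes (17 of ribosomal proteins and 1 of 30S assembly) fell in liquid and 11 in soil, 35 of 41 flagella and chemotaxis genes rose in soil, and 12 of 14 copper and heavy metal genes fell there. With scaling to library size 8 of those 12 fell, 2 ribosomal genes fell in soil and 16 in liquid.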

**Fig 5:**
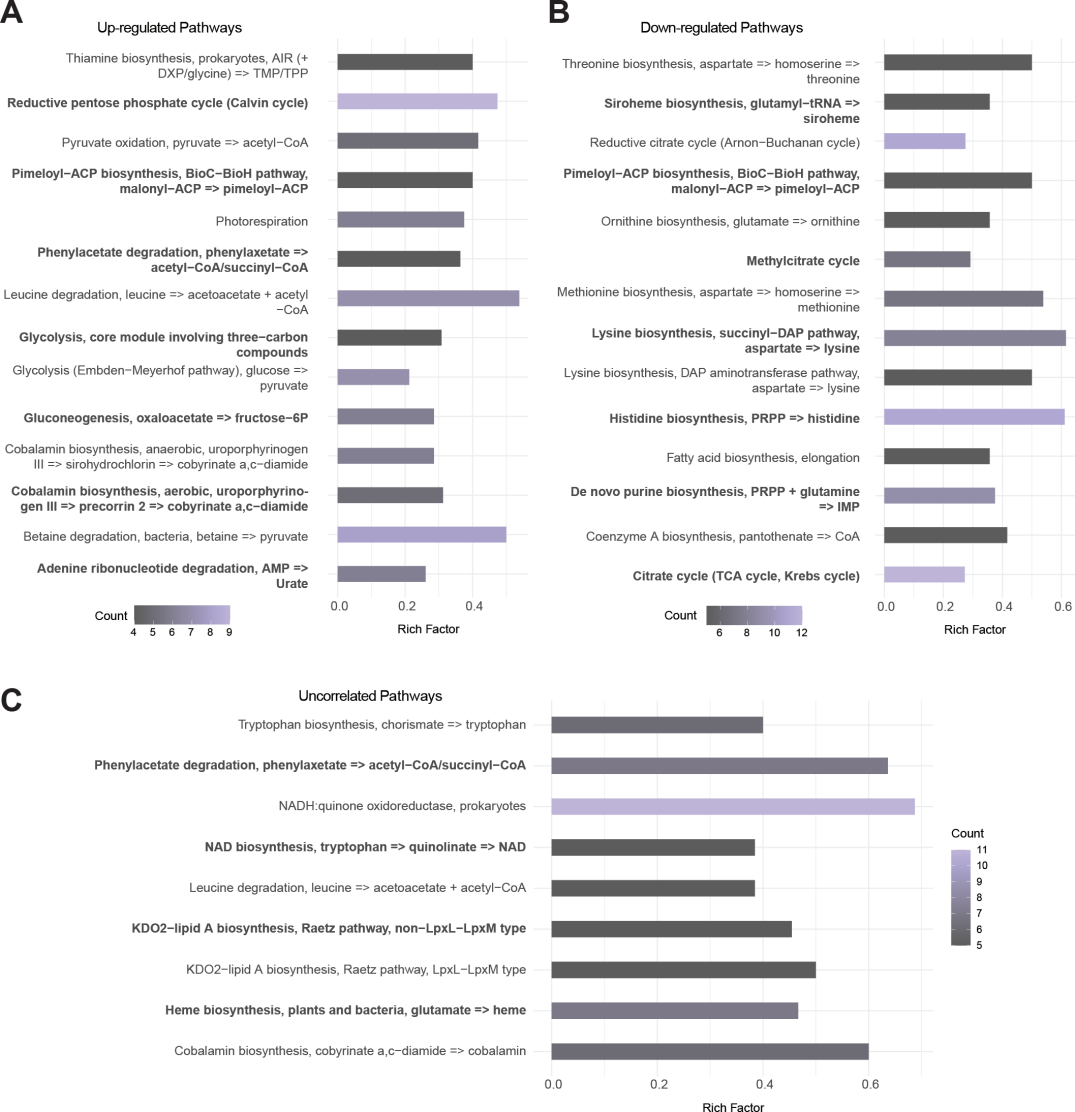
Comparisons of pathways that are differentially expressed under both matrix and osmotic treatments stress. (**A**) DEGs upregulated under both osmotic and matrix treatments. (**B**) DEGs downregulated under both osmotic and matrix treatments. (**C**) DEGs uncorrelated across osmotic and matrix treatments. For each pathway, the fraction of DEGs is noted (Rich Factor), the absolute number of genes upregulated in the pathway is indicated by the symbol size (Count), and the adjusted *P* values are shaded (BH test; *P*-adjusted < 0.05, *q* < 0.2).

## DISCUSSION

Inoculation of plants with *Variovorax* relieves drought-induced stress (62, 63), increases biomass and yield (64, 65), and enhances nutrient uptake (66). The results described here show that distinct sets of DEGs arise from altering water potential by changing osmolyte concentration and by changing matrix texture, which both occur as soils dry and *Variovorax* relieves plant stress. Across the two water potential parameters probed, ~2.5-fold more DEGs were observed when changing the matrix compared with altering the osmolyte concentration. Although osmotic pressure changes resulted in a smaller number of DEGs compared with changes in matric potential, 76% of the DEGs observed when adding an osmolyte were also observed when changing the matrix. Furthermore, 67% of the shared DEGs presented the same direction of change. Some of these DEGs have been observed in prior osmotic stress studies (23), which have reported that changes in osmotic pressure alter amino acid, carbohydrate, and energy metabolism as well as the synthesis of compatible solutes. This observation identifies a set of DEGs that arise from changes in water potential, independent of the mechanism by which the water potential is changed. Prior transcriptomic studies have revealed shared effects of different osmolytes on transcription, including salts and organic solutes (23–28). Our study extends this shared response to gene expression changes arising from matrix stress, and it identifies the gene expression changes that are unique to water potential changes arising from growing cells in a textured material.

The increased complexity of the gene expression response across the matrix conditions could arise through multiple mechanisms. First, each matrix may create distinct heterogeneous environments through the interaction with water, as hydration pockets in the different matrices may vary in their partitioning of cells and nutrients (67). In this way, matrices can have different effects on the extent to which microbes can access nutrients, whose diffusion is limited by the connectivity of hydration pockets (33). Second, the matrices may not be perfectly matched in their pH, which can lead to DEG pattern changes (68), even though the medium used for hydration of Q2 and M2 contains the same phosphate buffer. Third, the matrices could affect the bioavailable concentration of chemicals in the mM9 growth medium. Prior studies have shown that soil matrices can differentially sorb apolar molecules, thereby affecting the bioavailable concentration of metabolites (69, 70), cell-cell signals (31), and macromolecules (71, 72). Finally, ions in the growth medium could interact differently with the montmorillonite in M2 and the clay-sized quartz in Q2 because these materials differ in their cation exchange capacities (73). To understand how matrices and growth medium with different properties affect gene expression across a wider range of osmotic and matric potentials, future studies should examine DEGs across a wider range of artificial matrices that are hydrated using medium with defined compositions and osmotic potentials (31).

This study separately considered microbial genetic responses to changes in matric and osmotic potential, two major controls on the ability of microbes to access and use water in the soil environment (18). The separate consideration of these terms is crucial to understanding mechanisms of microbial response to climate stressors (3). In addition, agronomic practices can alter soil salinity and soil moisture separately (74). It is useful to understand how each of these stressors independently affects the behavior of important plant growth-promoting microbes like the *Variovorax* strain studied here. Finally, the genetic responses of organisms like *Variovorax* to shifting matric vs osmotic potential provide new genetic connections to climatically important processes like the Birch effect (7), where the flux of CO_2_ from soil microbial behavior is controlled by the variation in soil moisture, not by the amount.

It is unclear how the trends observed might translate to other soil microbes within the context of their microbiomes, where microbe-microbe and microbe-plant interactions also affect gene expression. Soil microbiome studies have examined how community structure changes under treatments that are expected to alter soil water potential, such as salt stress (34), varying moisture levels (35), and soil amendments (37). Similarly, metatranscriptomics has been performed with microbiomes subjected to changes in soil water content and salinity (38–40). However, these studies have not directly evaluated how community composition and gene expression relate to specific soil water potentials arising from discrete changes in osmotic or matric potential. A recent study used a range of -omics tools to study how a reduced-complexity microbial consortium responds to well-defined changes in moisture and matrix by performing experiments in a glass bead porous medium amended with chitin (33). In this study, which used a model community containing *V. beijingensis* (33), the matrix influenced the microbial phenotypes observed, consistent with our findings with the Q2 and M2 soils having distinct textures. Another study investigating dynamic transcriptional changes, using a model community that includes *V. beijingensis*, observed a temporal shift in gene expression during chitin decomposition (75). Taken together, these studies show that to understand differences in osmotic and matrix stress more deeply, there will be a need to go beyond the static snapshot of gene expression in a single microbe and to examine how microbial communities respond dynamically to similar osmotic and matrix potential changes. Finally, one interesting observation with our measurements was the finding that plant growth-promoting genes are upregulated under both osmotic and matric stress. This finding suggests that as rhizosphere microbes experience pressures approaching the permanent wilting point, they will have beneficial effects on their host independent of the mechanism that leads to that pressure change.

## Data Availability

All RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) under accession GSE299872. The code developed for this study can be accessed at https://github.com/SilbergLabRice/SeqSorcerer.

## SUPPLEMENTAL MATERIAL

Data set S1 msystems.00924-25-s0001.xlsx Differentially expressed genes.

Data set S2 msystems.00924-25-s0002.xlsx KEGG analysis data.

Supplemental Figures and Tables msystems.00924-25-s0003.pdf Figs. S1 to S7; Tables S1 to S4.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Effects of matric vs osmotic potential changes on Variovorax beijingensis transcription
**Source:** mSystems. 2025 Oct 2;10(10):e00924-25. doi: 10.1128/msystems.00924-25
**Supplement:** Supplemental Figures and Tables — Figs. S1 to S7; Tables S1 to S4.

SUPPORTING INFORMATION

Effects of matric versus osmotic potential changes on *Variovorax beijingensis* transcription

Jiwoo Kim¹, Bjorn Shockey², Kirsten S. Hofmockel³, Caroline A. Masiello^{1,4,5}, and
Jonathan J. Silberg^{1,6,7*}

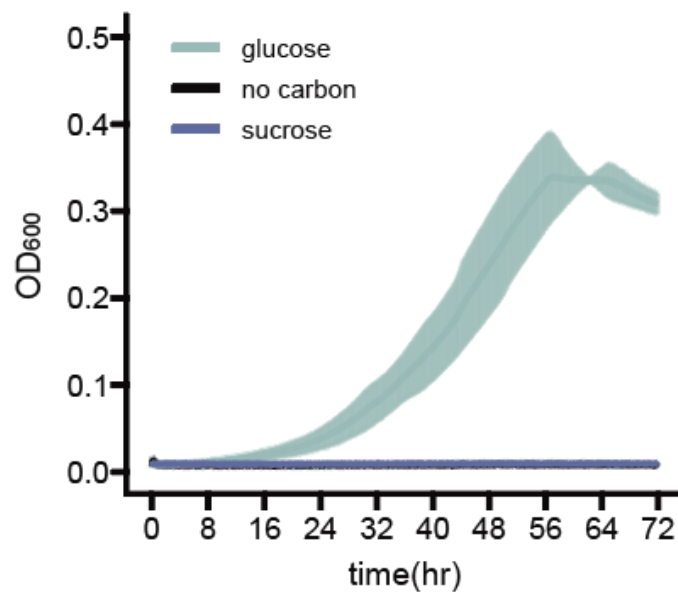

Figure S1. *V. beijingsensis* can use glucose but not sucrose as a carbon source. Optical density (OD₆₀₀) of *V. beijingsensis* grown in liquid M9 medium containing either glucose (*green*) and sucrose (*blue*). As a frame of reference cultures grown without a carbon source (*black*) are shown. Cultures were inoculated at a density of 0.05 and grown aerobically at 30°C while shaking at 108 rpm and 2.5 mm amplitude in a plate reader. For each experiment, 3 biological replicates are shown. The lines represent the average, while the shaded region represents ± 1 standard deviations.

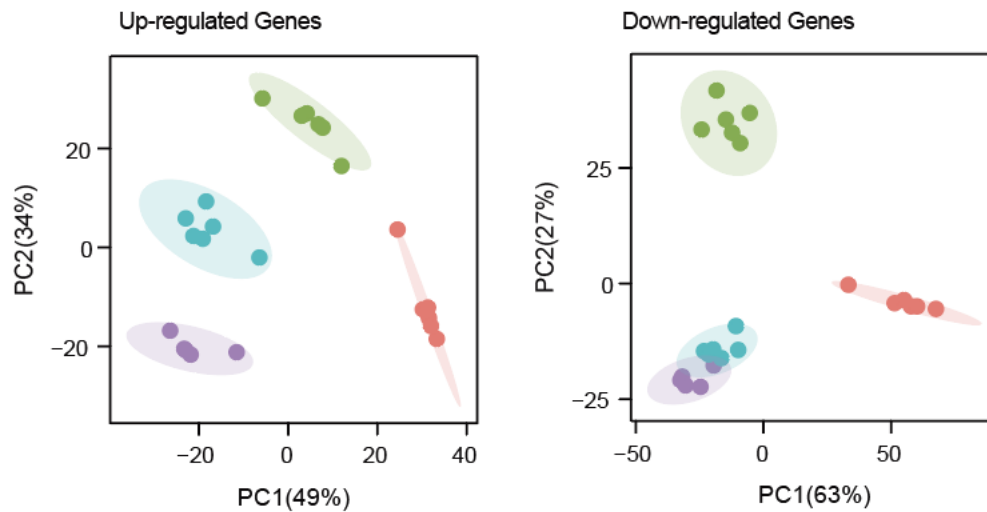

Figure S2. PCA was used to compare the (*left*) upregulated and (*right*) down-regulated genes in the RNA sequencing data across the four different conditions. The four conditions include cells grown in: (i) liquid mM9 medium lacking sucrose, which has a pressure of -240 kPa (purple), liquid mM9 medium containing sucrose with a pressure of -1323 kPa (light blue), Q2 soil hydrated to 10% water content using mM9 which has a matric potential of -183 kPa (green), and M2 soil hydrated to 10% water content with mM9 which has a matric potential of -1393 kPa (red). Each point represents a biological replicate. The shaded clusters for each set of points represent 95% confidence using multivariate t-distribution. All conditions were found to be distinct based on pairwise Euclidean distance (Table S4).

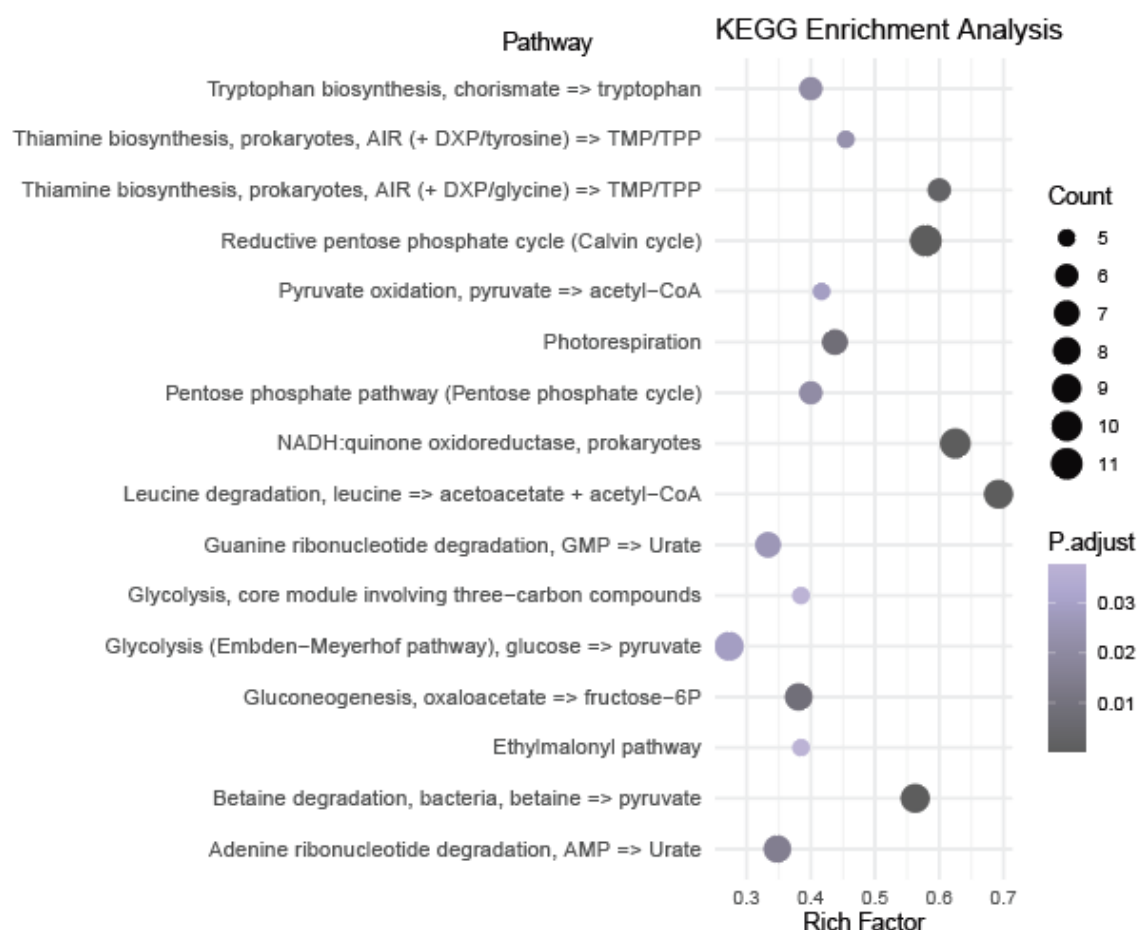

Figure S3. KEGG enrichment analysis of genes upregulated in mM9 medium containing sucrose compared to mM9 lacking sucrose. For each pathway, the fraction of DEGs is noted (Rich Factor), the absolute number of genes upregulated in the pathway is the indicated by the symbol size (count), and the adjusted P values are shaded (BH test; p-adjusted < 0.05, q < 0.2).

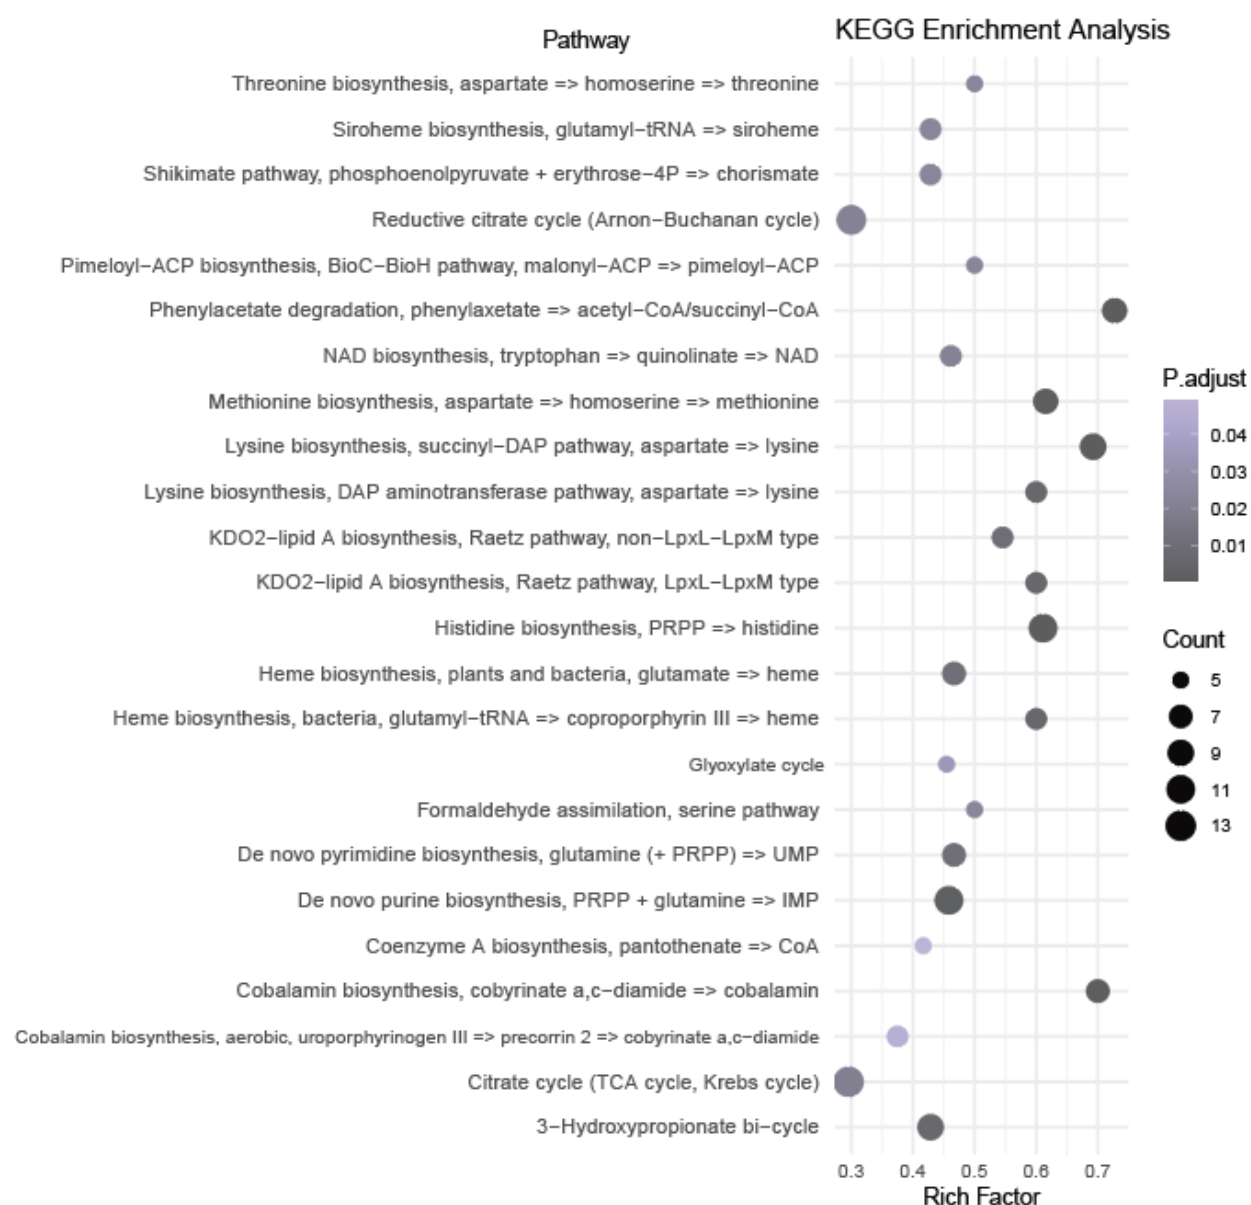

Figure S4. KEGG enrichment analysis of down-regulated genes in mM9 containing sucrose versus mM9 lacking sucrose. For each pathway, the fraction of DEGs is noted (Rich Factor), the absolute number of genes upregulated in the pathway is indicated by the symbol size (count), and the adjusted P values are shaded (BH test; p-adjusted < 0.05, q < 0.2).

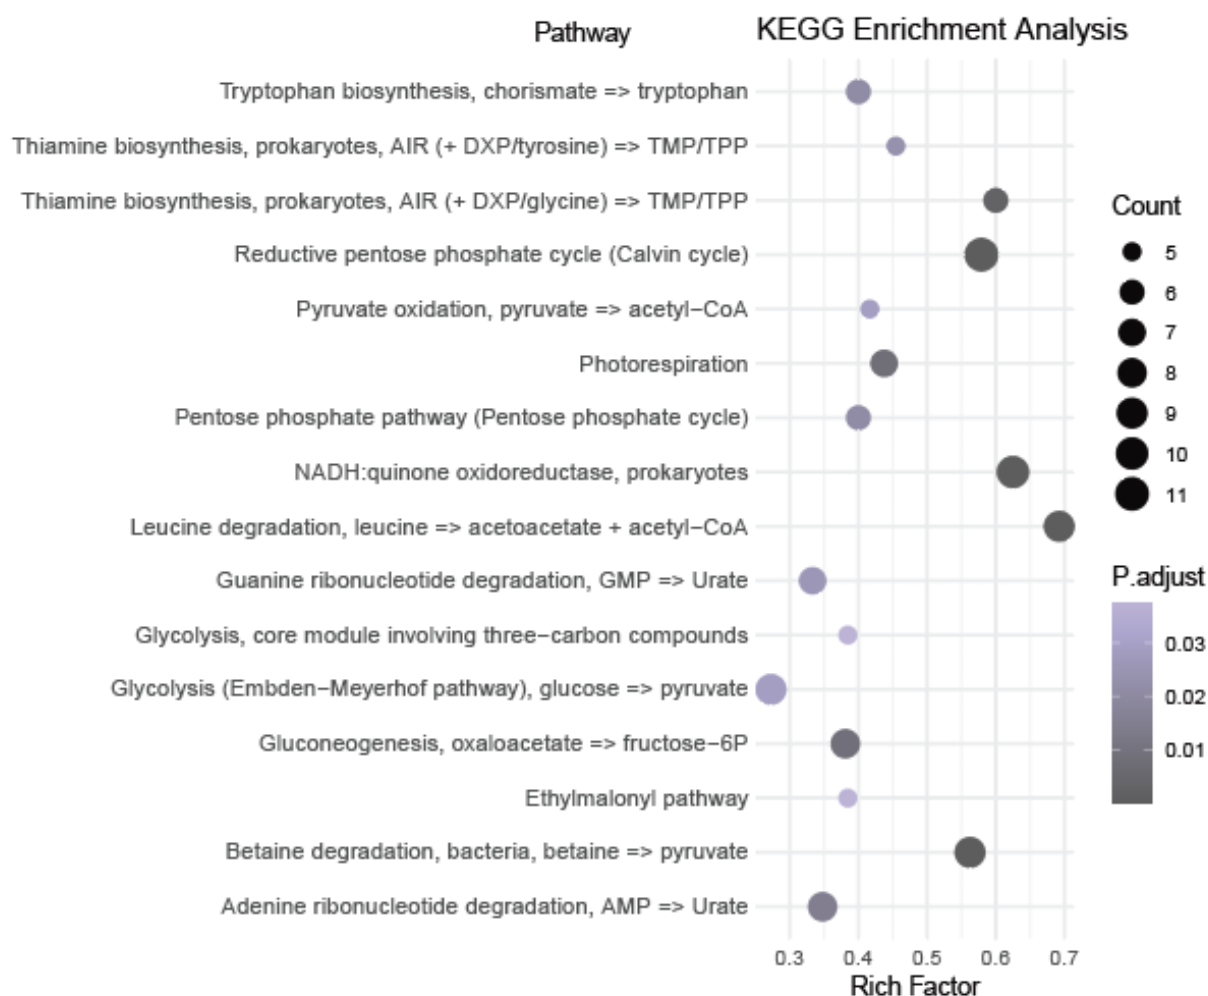

Figure S5. KEGG enrichment analysis of upregulated genes in M2 vs Q2 soil. For each pathway, the fraction of DEGs is noted (Rich Factor), the absolute number of genes upregulated in the pathway is indicated by the symbol size (count), and the adjusted P values are shaded (BH test; p-adjusted < 0.05, q < 0.2).

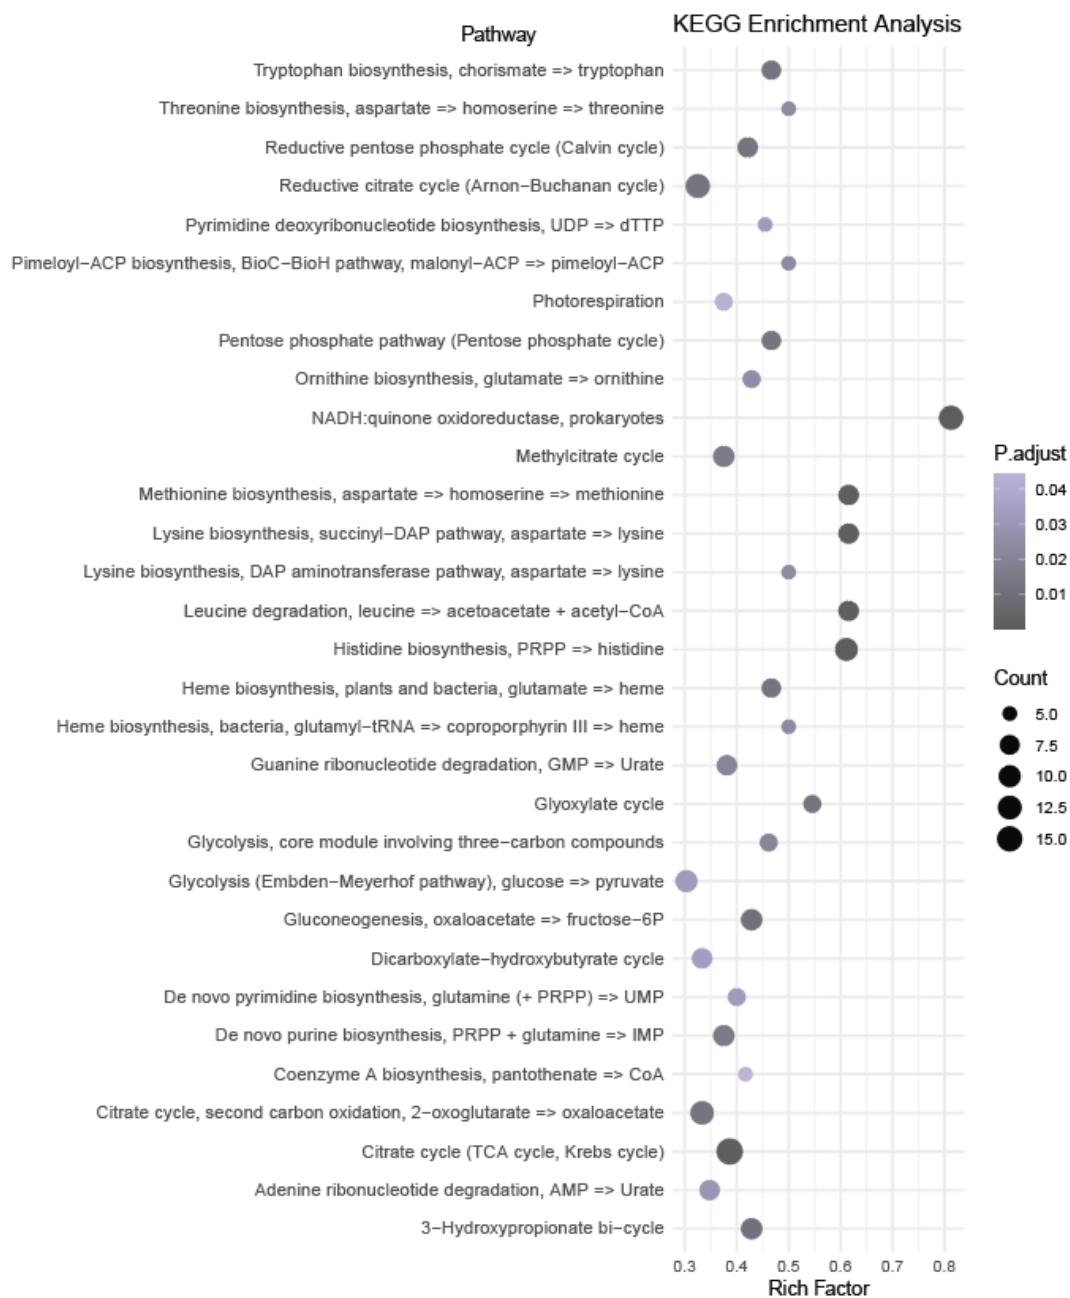

Figure S6. KEGG enrichment analysis of down-regulated genes in M2 vs Q2 soil. For each pathway, the fraction of DEGs is noted (Rich Factor), the absolute number of genes upregulated in the pathway is indicated by the symbol size (count), and the adjusted P values are shaded (BH test; p -adjusted < 0.05, q < 0.2).

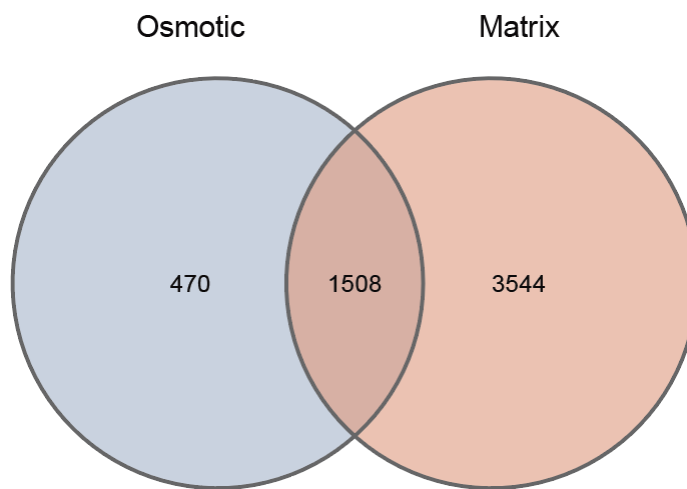

Figure S7. Venn diagram comparing all DEGs observed when altering osmotic and matrix potential. Changes in matrix potential led to 5052 DEGs, which represent 78% of the 6440 annotated genes in *V. beijingsensis*. Changes in osmotic potential led to 1978 DEGs, which represent 30% of the annotated genes.

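The share of genes changed can be set beside the number each comparison could test. Of 6439 genes with a total count above 10 over the 12 soil libraries, 81.6% passed the test, and of 6424 over the 11 liquid libraries 21.3% did. In the comparisons of soil with liquid at similar potential, 47.0% passed between Q2 soil and mM9 and 82.3% between M2 soil and mM9-sucrose. Whether genes of soil and liquid responses themselves differ was tested over 6440 genes, and 60% passed.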

Table S1. Pairwise Euclidean distance between conditions. Based on the first two principal components calculated from the PCA, pairwise Euclidean distance was examined. The distance is a relative number, and bigger numbers represent greater variability between two groups. RNA sequencing data from measurements in Q2 and M2 soil, respectively. Data from measurements in low (mM9) and high osmolarity (mM9-sucrose) are shown as well.

	**M2 soil**	**Q2 soil**	**mM9-sucrose**	**mM9**
**M2 soil**	0	71.9462	71.9114	78.8553
**Q2 soil**	71.9462	0	52.94916	61.92812
**mM9-sucrose**	71.9114	52.94916	0	9.587551
**mM9**	78.8553	61.92812	9.587551	0

Table S2. Permutational multivariate analysis of variance (PERMANOVA; 999 permutations) of RNA-seq data by condition (mM9-sucrose, mM9, M2 soil, and Q2 soil). The first row “Model” shows statistical test performed by condition, and the second row “Residual” shows test performed by sample. Df represents degrees of freedom, SumSq represents sum of squares, R^2 shows % of total variation explained by the condition, F (F-statistics) is a ratio of inter-group to intra-group variation distance, and Pr(>F) represents *p*-value.

	Df	SumSq	R2	F	Pr(>F)
**Model**	3	97123.49	0.822308	29.30894	0.001
**Residual**	19	20987.3	0.177692	NA	NA
**Total**	22	118110.8	1	NA	NA

Table S3. DEGs in the betaine pathway. The list shows the nine genes implicated in betaine metabolism were upregulated in mM9-sucrose compared to mM9 liquid medium.

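Mean CPM of these genes shows how weakly most were transcribed in liquid. CDS.3820, a sarcosine oxidase gamma subunit gene on scaf0027 from 12253 to 12861, had 1.09 ± 1.02 (SD, n = 5) in mM9 and 1.75 ± 0.763 (SD, n = 6) in mM9-sucrose, while in soil it had 5.49 ± 4.73 in Q2 and 18.2 ± 4.05 in M2 (SD, n = 6 each). CDS.3824, a serine dehydratase gene, had 4.73 ± 1.41 and 8.09 ± 5.71 in the liquid media and 12.4 ± 5.59 and 48.9 ± 12.3 in the soils. CDS.4510 had 36.3 ± 8.21 and 52.7 ± 8.3 in liquid and 177 ± 28.7 and 85.1 ± 14.6 in soil, the only gene of the table that was lower in M2 than in Q2 soil at an adjusted p under 0.05 by edgeR's quasi-likelihood test with TMM scaling. CPM is scaled within each comparison, so liquid and soil values are not on a common scale.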

Gene	Description	KEGG_ko
G12_RASTassembly.CDS.3181_mRNA	Serine hydroxymethyltransferase	K00600
G12_RASTassembly.CDS.3813_mRNA	Oxidoreductase FAD-binding domain	K21832
G12_RASTassembly.CDS.3820_mRNA	Sarcosine oxidase, gamma subunit family	K00305
G12_RASTassembly.CDS.3821_mRNA	Belongs to the GcvT family	K00302
G12_RASTassembly.CDS.3822_mRNA	Sarcosine oxidase delta subunit	K00304
G12_RASTassembly.CDS.3823_mRNA	FAD dependent oxidoreductase	K00303
G12_RASTassembly.CDS.3824_mRNA	serine dehydratase beta chain	K01752
G12_RASTassembly.CDS.4510_mRNA	PFAM Pyridoxal-5'-phosphate-dependent protein beta subunit	K01754
G12_RASTassembly.CDS.6298_mRNA	4Fe-4S dicluster domain	K21834

Table S4. Pairwise Euclidean distance between conditions. Based on the first two principal components calculated from the PCA of significantly up- and down-regulated genes (Figure S2), pairwise Euclidean distance was examined. The distance is a relative number, and bigger numbers represent greater variability between two groups. RNA sequencing data from measurements in Q2 and M2 soil are shown as well as data from measurements in liquid medium containing mM9 and mM9-sucrose.

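For the 2855 genes that fell in mM9-sucrose or in M2 soil, the first 2 components held 58.8% and 29.4% of the variance. The liquid media were 10.7 units apart (SD 4.66 over pairs of libraries) and the soils 74.9 (SD 12.1). Q2 soil was 50.3 (SD 4.65) from mM9-sucrose and 60.5 (SD 4.00) from mM9, and M2 soil 72.0 (SD 11.6) from mM9-sucrose and 79.1 (SD 10.8) from mM9. On the genes that rose, by contrast, the liquid media were farther apart and the soils nearer.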

**Up-regulated Genes**				
	**M2 soil**	**Q2 soil**	**mM9-sucrose**	**mM9**
**M2 soil**	0	44.71757	50.28334	52.36386
**Q2 soil**	44.71757	0	30.7392	51.98075
**mM9-sucrose**	50.28334	30.7392	0	24.05173
**mM9**	52.36386	51.98075	24.05173	0
**Down-regulated Genes**				
	**M2 soil**	**Q2 soil**	**mM9-sucrose**	**mM9**
**M2 soil**	0	78.57276	71.85817	83.70397
**Q2 soil**	78.57276	0	49.13928	57.38489
**mM9-sucrose**	71.85817	49.13928	0	12.74103
**mM9**	83.70397	57.38489	12.74103	0

How the deposited data were processed for this re-analysis (not part of the article)

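RNA was sequenced from *V. beijingensis* after 72 hours in mM9 medium (5 libraries), mM9 with 425 mM sucrose (6), Q2 soil (6) and M2 soil (6), 23 libraries in 4 conditions. Of 6 mM9 replicates, replicate 2 has no library. The authors made the count files by trimming with Trim Galore 0.6.10, aligning with HISAT2 2.2.1, sorting with SAMtools 1.9 and counting fragments per coding sequence with featureCounts 2.0.1, and the deposited counts are whole numbers that were not normalized. Each file holds 6465 coding sequences. The file headers show that read pairs mapping to different scaffolds or strands were not counted.

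Total counts per library were 2334312 to 11503508 in mM9 (median 9487758), 3028618 to 12297815 in mM9-sucrose (median 7710840.5), 4949998 to 9775901 in Q2 soil (median 7124572) and 4877957 to 6892008 in M2 soil (median 5734853.5). The depth limits genes of low count most, and the spread between libraries, given as a standard error or SD with each value, includes this counting error.

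Differential expression used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3. Genes with a total count above 10 over the libraries of a comparison were kept, libraries were scaled with TMM, and a quasi-likelihood model was fitted to each pair of conditions alone. Adjusted p-values are Benjamini-Hochberg, with a threshold of 0.05. The comparisons were mM9-sucrose with mM9, M2 with Q2 soil, Q2 soil with mM9, M2 soil with mM9-sucrose, and the difference of the soil and liquid responses in 1 model of all 23 libraries. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The principal component analysis took the 500 most variable genes after the blind variance stabilizing transformation of DESeq2 1.42.0, and variation by condition was tested with vegan 2.7.1 and 999 permutations.

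Gene names in the text follow a rule. In each of the liquid and soil comparisons these are the 10 genes with the highest and the 10 with the lowest log2 fold change among those past the threshold that have a mean of at least 10 CPM over the libraries compared, no overlap between the groups and a description, the 3 members of each gene list with the largest change past the threshold, the 9 genes of Table S3, the NodIJ gene and the described NADH-quinone oxidoreductase subunit gene. Descriptions and liquid fold changes in Data set S1 had been seen when the rule was written. The 20 lists, taken from the liquid sheets of Data set S1, cover osmolyte uptake, trehalose and glycogen, motility, PQQ and alcohol oxidation, iron, copper and heavy metals, denitrification, respiration, the Calvin cycle, ribosomal genes (17 of proteins and CDS.2564 of 30S assembly), amino acid synthesis, nucleotide synthesis, cobalamin, the citrate and glyoxylate cycles, type VI secretion, pili, polysaccharides, stress proteins, branched-chain amino acid transport, and cell division. Table S3 and both liquid sheets were counted in the same way.

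Alternatives were the DESeq2 Wald test, DESeq2 size factors in edgeR, upper quartile scaling, library size alone, the filterByExpr filter, no filter, a fold change threshold of 1 on the log2 scale, a block for replicate number, 1 fit of all 4 conditions, thinning all libraries to 2334312 counts, thinning with replicate 2 left out, leaving out the most abundant 1% of genes, and leaving out each library in turn. For the component analysis they were all genes, 500 genes in the test of variation, and log2 CPM with a prior count of 2. Alternatives added after the data were seen were DESeq2 in 1 fit of all 4 conditions, removal of a floor proportional to coding length at the 5th or 1st percentile (coding sequences of at least 300 bases), and a transformation told the conditions. None of those set beforehand was left out.

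The tests were tried on simulated counts with the spread of each comparison, in which 200 genes were changed. All libraries of a comparison were drawn from the profile of its second condition (mM9 for the difference of responses), and changed genes were taken from those above a set count. The flat profile of M2 soil was thus not simulated, and the values below do not cover its effect on scaling and calls. Of 100 genes changed by 1 on the log2 scale, 45 were recovered in the liquid comparison, 69 in soil, 59 between Q2 soil and mM9, 65 between M2 soil and mM9-sucrose and 22 for the difference of responses. Of 100 changed by 2, 95, 97, 95, 97 and 91 were recovered. Of all calls, 4.11%, 5.14%, 7.23%, 2.99% and 2.59% were of unchanged genes. Pairs of libraries within a condition were checked for duplicates, and none of 55 pairs was identical. The lowest chi-square per degree of freedom between 2 of them was 5.83. The RefSeq table in the reference set describes another strain and was not used.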

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

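Most values below were found by comparing libraries within a condition. Of the tests in this part, the 1 on depth and the 1 on mixing with the flattest library were chosen after the result was seen, and so were the alternatives that remove a floor and the look at how flat the profiles stayed after it.

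Copper and heavy metal resistance and type VI secretion are groups the paper does not discuss. Of 14 genes of copper and heavy metal resistance, 12 fell in M2 soil relative to Q2 soil by edgeR's quasi-likelihood test, with a median log2 fold change of −4.82 (10 fell by the upper quartile and 8 scaled to library size). These falls were not separated from the flat profile of M2 soil. Of 25 type VI secretion genes, 14 fell and 7 rose (8 and 12 by the upper quartile, 6 and 17 scaled to library size). The soil and liquid responses differed past the threshold in 3864 genes, higher in soil in 2155 and lower in 1709, and 107 of the 139 named genes were among them.

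A library stood far from the others of its condition in 6 of 32 library measures and in 59 of 336 groups of named gene levels, where chance flags about 5% of groups. M2 soil replicate 2 had 21 coding sequences without counts (others 27 to 28). M2 soil replicate 3 had a TMM factor of 1.45 (others 2.15 to 2.54) and a position on the second principal component of 2.46 (others 13.9 to 20.7). The ratio of 5th percentile to median TPM was 0.124 in mM9 replicate 6 (others 0.0387 to 0.0600) and 0.244 in mM9-sucrose replicate 6 (others 0.0674 to 0.119). The latter library also had the highest correlation of log count with log length in its condition, 0.234 (others 0.150 to 0.171).

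In M2 soil replicate 3, genes of ribosomal proteins, ATP synthase, glycogen and transport stood above the other 5 libraries, in CPM: CDS.1815 at 65.0 (others 40.5 to 45.3), CDS.1817 at 383.4 (others 108.0 to 185.5), CDS.2219 at 2760.2 (others 94.0 to 565.6), CDS.2560 at 134.8 (others 82.5 to 98.0), CDS.2562 at 1165 (others 65.2 to 300.01), CDS.317 at 614.3 (others 151.2 to 213.9), CDS.3176 at 127.9 (others 73.6 to 87.5), CDS.318 at 1153 (others 192.8 to 299.2), CDS.321 at 89.6 (others 38.4 to 47.1), CDS.3316 at 309.6 (others 71.7 to 144.1), CDS.4275 at 395.1 (others 74.4 to 137.1), CDS.4551 at 245.0 (others 39.0 to 76.5), CDS.486 at 60.1 (others 24.7 to 29.8), CDS.4869 at 231.7 (others 63.1 to 77.2), CDS.4870 at 140.1 (others 64.0 to 67.1), CDS.4880 at 59.7 (others 26.8 to 32.5), CDS.4883 at 110.5 (others 44.4 to 56.0), CDS.4884 at 228.1 (others 108.6 to 146.7), CDS.4892 at 156.6 (others 50.0 to 68.6), CDS.5042 at 196.7 (others 34.2 to 57.1), CDS.5145 at 1554 (others 82.4 to 356.6), CDS.5530 at 2214 (others 68.3 to 456.6), CDS.5561 at 443.5 (others 40.4 to 141.3), CDS.635 at 236.2 (others 66.8 to 109.3), CDS.636 at 647.1 (others 199.4 to 283.2), CDS.673 at 289.7 (others 58.8 to 118.2), CDS.77 at 237.5 (others 120.4 to 153.8). Lower than in the others were CDS.1469 at 21.8 (others 37.5 to 42.4), CDS.3024 at 27.6 (others 54.5 to 67.9), CDS.4734 at 80.2 (others 102.0 to 114.7), CDS.542 at 101.2 (others 158.2 to 184.1). In M2 soil replicate 1, CDS.3611 at 190.4 (others 144.1 to 160.0), CDS.5870 at 52.4 (others 33.1 to 38.9) were higher. In Q2 soil, replicate 6 held the most of type VI secretion genes, CDS.3702 at 2539 (others 640.7 to 1301), CDS.5869 at 15345 (others 3082 to 6961), CDS.5870 at 7753 (others 1710.4 to 3902), and replicate 4 of the purine synthesis gene CDS.5429 at 817.2 (others 513.9 to 608.9).

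Among liquid libraries, mM9-sucrose replicate 4 was highest in PQQ, copper and other genes, in CPM: CDS.1157 at 542.7 (others 126.4 to 173.1), CDS.1159 at 18.2 (others 4.94 to 8.92), CDS.1182 at 16.8 (others 3.58 to 7.56), CDS.3164 at 20.2 (others 1.17 to 4.73), CDS.5560 at 428.7 (others 17.1 to 118.3), CDS.5562 at 1050.0 (others 35.9 to 169.0), CDS.5563 at 679.6 (others 8.89 to 46.1), CDS.5674 at 673.0 (others 155.5 to 298.3), CDS.6017 at 197.1 (others 79.9 to 104.0), CDS.6090 at 41.4 (others 8.84 to 14.4). Without it the log2 fold change of CDS.5560 was 2.00 in place of 3.28, that of CDS.5562 2.30 in place of 3.99 and that of CDS.5563 1.75 in place of 4.47. The others were CDS.4253 at 78.1 (others 34.2 to 48.2), CDS.4510 at 36.8 (others 51.9 to 60.3), CDS.77 at 1377 (others 335.2 to 664.5) in mM9-sucrose replicate 1, CDS.2516 at 9.16 (others 2.35 to 4.14), CDS.3550 at 11.8 (others 4.82 to 6.62) in mM9-sucrose replicate 6, CDS.1065 at 1116 (others 140.3 to 421.1), CDS.5371 at 1346 (others 224.8 to 505.6) in mM9 replicate 1, CDS.823 at 13.3 (others 9.39 to 10.0) in mM9 replicate 4, CDS.2517 at 96.0 (others 31.3 to 43.9), CDS.2790 at 159.2 (others 62.3 to 90.0), CDS.5145 at 37098 (others 5913 to 11421) in mM9 replicate 5 and CDS.1182 at 4.8 (others 0.384 to 1.57) in mM9 replicate 6. Without mM9 replicate 5, the log2 fold change of CDS.5145 was −1.40.

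The M2 soil profiles were flatter than those of the other conditions. An added signal proportional to coding length had the lower residual in 1 of 15 pairs of M2 soil libraries, which argues against it as the only difference between those libraries. As a part it stays open. Log count and log coding length correlated at 0.336 to 0.801 in M2 soil and 0.158 to 0.253 in Q2 soil. A 5th percentile floor per kb took 14.6% to 61.3% of counts in M2 soil and 1.42% to 6.74% in Q2 soil. These values do not tell such a signal from another flattening. After thinning to 1 depth the lowest M2 soil ratio of 5th percentile to median TPM was 0.306, above the highest Q2 soil ratio of 0.239, which argues against depth. Another signal with its own profile, close to that of the flattest library and mixed into the other M2 soil libraries, was favoured in 3 of 10 pairs, and this stays open. Such a signal could be other nucleic acid carried through extraction, and a response of cells to the M2 matrix is a biological explanation that was not tested.

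More genes changed between the soils than between the liquid media. With libraries thinned and 5 per group the ratio of counts was 4.74, which argues against depth and library number. The median absolute log2 fold change was 2.53 times that of the liquid comparison, which argues against a smaller spread between soil replicates as the whole source. That value does not measure the spread itself. On simulated counts 69 of 100 genes changed by 1 on the log2 scale were recovered in soil and 45 of 100 in liquid, so spread stays open for a part. A constant per kb added to Q2 soil gave computed changes that correlated with the measured soil changes at 0.927 across genes, but any flattening of the M2 soil profiles gives such a value, and the comparison of M2 soil with mM9-sucrose gave 0.946. With the 5th percentile floor per kb removed the ratio was 3.47. The limit set for that test was wrong for a flat signal in general, because the M2 soil profiles stayed flatter afterwards, with an SD of log2 TPM of 1.88 to 2.18 against 2.38 to 2.59 in Q2 soil. A flat signal of another shape thus stays open, for the whole or a part. The effect of the matrix itself was not separated from this.

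Most genes changed in both comparisons moved the same way. With the 5th percentile floor removed the share in the same direction was 56.6%, and a flat signal that raises weakly expressed genes in both comparisons stays open for part of the excess over the 50.0% of independent lists. A shared response to water potential is the biological explanation, and it was not tested apart from this.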

How the results depend on the processing

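Directions of named genes held in most settings. Of 3935 values of single genes under alternatives, each in the comparison the gene was named for, 3839 had the same direction and side of the threshold, 75 no longer passed, 7 newly passed and 14 changed sign. Scaling mattered most in soil. Scaled to library size, soil values changed sign for CDS.1815 (0.57), CDS.2495 (0.52), CDS.2560 (0.40), CDS.317 (0.57), CDS.3175 (0.72), CDS.3176 (0.59), CDS.318 (0.50), CDS.3978 (1.08), CDS.4510 (0.66), CDS.4597 (0.56) and CDS.6254 (0.67), and by the upper quartile for CDS.3978 (0.21). Among these values, calls of a fall lost with the same sign, scaled to library size, were those of CDS.259 (−0.73), CDS.277 (−0.36) and CDS.3987 (−0.78) in liquid and of CDS.1173 (−0.09), CDS.1493 (−0.28), CDS.2562 (−0.74), CDS.385 (−0.31), CDS.4551 (−0.06), CDS.5597 (−0.72) and CDS.835 (−0.13) in soil. Not among them are genes in the comparison they were not named for, such as CDS.1612 and CDS.1614 in liquid and CDS.2220 and CDS.5371 in soil, whose calls were also lost. The liquid calls of CDS.1182, CDS.277 and CDS.823 were lost in most of the cases with 1 library left out. With 1 library left out, CDS.3821 in liquid was −0.0303 (without mM9-sucrose replicate 6) to 0.28 and CDS.3822 −0.0645 (without mM9 replicate 4) to 0.51, neither past the threshold. The cause of these changes was not tested beyond the shift in scale.

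Scaled to library size, liquid counts were 2 respiration, 6 amino acid synthesis, 2 nucleotide synthesis, 0 cobalamin, 7 branched-chain transport and 376 downregulated sheet genes that fell, and 4 Calvin cycle, 4 citrate cycle and 1 Table S3 genes that rose. In soil, with this scaling, 8 osmolyte uptake, 10 PQQ, 20 iron, 5 cobalamin and 855 upregulated sheet genes rose, and those that fell were 0 of trehalose and glycogen, denitrification, cobalamin and cell division, 3 of respiration, 2 of ribosomal genes, 7 of amino acid synthesis, 2 of nucleotide synthesis, 6 of type VI secretion, 4 of pili, 2 of polysaccharides, 4 of stress proteins, 10 of branched-chain transport and 158 of the downregulated sheet. By the upper quartile, liquid counts were 0 Calvin cycle and 1 Table S3 genes that rose and 1 cobalamin gene that fell. In soil 8 osmolyte uptake and 20 iron genes rose, and 0 trehalose and glycogen, 0 denitrification, 7 ribosomal, 13 amino acid synthesis, 1 cobalamin, 8 type VI secretion, 3 polysaccharide, 1 cell division and 313 downregulated sheet genes fell. These moves went in the direction of the shift of all genes, apart from the Calvin cycle gene CDS.1182 by the upper quartile, which stood at 1.89 with a larger standard error (0.66), and the cause was not tested further.

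By DESeq2, 34 motility, 2 Calvin cycle and 1 Table S3 genes rose in liquid. With an absolute log2 fold change over 1 required, there were 844 DEGs in liquid, 3487 in soil and 1788 between Q2 soil and mM9, with 448 shared (53.1%) and 264 in the same direction, since fewer genes can pass. Thinned with replicate 2 left out, 455 genes had the same direction. Chosen after seeing the data, DESeq2 in 1 fit of 4 groups gave a ratio of 2.55, and removal of the 5th percentile floor gave 68.7% shared and a correlation of 0.0551. With all genes in place of 500, distances from M2 soil to Q2 soil, mM9-sucrose and mM9 were 123, 132.8 and 154, from Q2 soil to the latter 75.6 and 96.3, and 23.9 between the liquid media. On the genes that rose they were 78.4, 88.1 and 104, with 68.6 from Q2 soil to mM9 and 36.1 between the liquid media, and on those that fell 101, 102, 112, 60.5, 76.6 and 16.6. The distance of M2 soil to mM9 on the genes that rose was 50.8 with the transformation told the conditions and 82.0 with log2 CPM. On 500 genes condition took 90.4% of variation. The cause of these moves was not tested.

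The libraries share only a number, since neither the paper nor the labels tie it to a batch and not every pair with the same number had residuals correlated above 0.1. Of 33 such pairs from different conditions 11 did, with 4 of 5 between the liquid media (−0.18 in the other, up to 0.35) and 1 of 6 between the soils. The best match carried the same number in 15 of 66 cases, where chance gives 11.5, so not every library matched its own number best. With a block for replicate number there were 1061 liquid and 5085 soil DEGs, and in liquid 3 respiration, 9 amino acid synthesis, 2 nucleotide synthesis, 1 cobalamin and 9 branched-chain transport genes fell and 1 citrate cycle gene rose, while 17 ribosomal genes fell in soil. Of named genes, CDS.1614, CDS.277, CDS.3987, CDS.4253, CDS.4551, CDS.6171 and CDS.823 were not called in liquid with the block. The cause was not tested.

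With 1 library left out at a time, DEGs numbered 990 to 1503 in liquid, 5064 to 5510 in soil, 2604 to 3127 between Q2 soil and mM9, 5143 to 5478 between M2 soil and mM9-sucrose and 3601 to 4206 for the difference of responses. Shared genes numbered 762 to 1176, those in the same direction 451 to 747 (lowest without mM9 replicate 4), the ratio was 3.5 to 5.31, the shared part 74.2 to 84.6%, the part in the same direction 56.5 to 67.8% and the correlation 0.11 to 0.27. Condition took 79.2 to 82.4% of variation. Distances, in the order M2 to Q2 soil, M2 soil to mM9-sucrose and mM9, Q2 soil to mM9-sucrose and mM9, and between liquid media, were 69.0 to 76.0, 69.6 to 76.9, 77.8 to 85.6, 53.3 to 57.1, 64.8 to 67.7, 8.44 to 14.0, on the genes that rose 45.3 to 52.7, 51.9 to 58.4, 60.8 to 69.0, 27.2 to 30.8, 53.9 to 56.4, 24.3 to 28.4, and on those that fell 71.9 to 79.1, 68.4 to 76.5, 76.2 to 83.4, 47.5 to 51.9, 59.0 to 61.7, 8.02 to 13.1. With all libraries thinned to the lowest total count, the soil to liquid ratio was 3.97, so depth moved the counts little.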

Differences from the paper's values

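In liquid, 647 genes were upregulated and the paper's number is 1062, at the same adjusted p threshold. Of the alternatives set before the data were examined, those within 1.5 times the paper's number were the DESeq2 Wald test (845), the upper quartile (738), library size (1002), 1 fit of 4 groups (891), and leaving out mM9 replicate 5 (747) or mM9-sucrose replicate 4 (725). Those that were not were DESeq2 size factors in edgeR (674), filterByExpr (655), no filter (651), a log2 fold change over 1 (450), the replicate block (550), thinning (624), thinning with replicate 2 left out (512), leaving out the top 1% of genes (654), and leaving out each other library. DESeq2 in 1 fit of all 4 groups, chosen after seeing the values, gave 1062 genes and dropped 0 of the 1978 liquid genes the paper called.

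The ratio of soil to liquid DEG counts was 3.85 and the paper's is 2.55. Within 1.5 times the paper's were the DESeq2 Wald test (3.23), DESeq2 size factors in edgeR (3.82), filterByExpr (3.81), 1 fit of 4 groups (2.88), and leaving out mM9 replicate 5 (3.81), mM9-sucrose replicate 4 (3.50), or any soil library other than replicate 3 of each soil. Outside were the upper quartile (3.94), library size (4.08), no filter (3.84), a log2 fold change over 1 (4.13), the replicate block (4.79), thinning (3.97), thinning with replicate 2 left out (4.74), leaving out the top 1% of genes (3.86), and leaving out the other libraries (up to 5.31). DESeq2 in 1 fit of 4 groups, chosen after seeing the values and dropping 0 of the paper's 1978 liquid genes, gave 2.55.

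Of the 9 betaine genes of Table S3, 0 were called as upregulated in liquid by edgeR's quasi-likelihood test, where the paper's number is 9. At an unadjusted p under 0.05 there was 1. The DESeq2 Wald test, the upper quartile, library size, 1 fit of 4 groups and leaving out mM9-sucrose replicate 1 each called 1, CDS.4510, and these and every other alternative set before the data were examined was more than 1.5 times from the paper's number, with at most 1 gene called in any setting. DESeq2 in 1 fit of 4 groups, chosen after seeing the values, called CDS.4510 (adjusted p = 0.00877). Data set S1 lists 1 of the 9 genes among the upregulated genes in liquid. All 9 values were above 0 in liquid, as the paper has them, and 8 of 9 rose in soil.

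The paper places oxidative phosphorylation among the pathways with upregulated genes in sucrose and in M2 soil. Of 8 listed genes of that pathway, 5 fell and 2 rose in liquid, and 7 fell and 1 rose in soil (2 and 2 in liquid and 3 and 3 in soil scaled to library size). The list holds only genes of the liquid sheets of Data set S1, so it is not the set behind the paper's soil enrichment, and the same holds for the lists below. The paper has citrate cycle genes fall in M2 soil, and of 6 listed genes of the citrate and glyoxylate cycles 5 rose. It has cobalamin synthesis fall in sucrose and rise in M2 soil, and of 5 genes, which the study chose on these liquid libraries, 2 fell and 1 rose in liquid (1 and 1 by the upper quartile, 0 and 1 scaled to library size), and 2 fell and 2 rose in soil (1 and 3 by the upper quartile, 0 and 5 scaled to library size). The soil response was higher than the liquid 1 in 3 of the 5 and lower in 1, with a median difference of 0.86 on the log2 scale. It has the nodulation factor transporter gene rise in both comparisons, and here CDS.6090 passed in soil (0.76 ± 0.22) and did not pass in liquid (0.89 ± 0.41), while the difference of the responses was 0.22 (standard error 0.49, adjusted p = 0.708 from edgeR's quasi-likelihood test). DESeq2 in 1 fit of 4 groups, chosen after seeing the values and dropping 0 of the paper's 1978 liquid genes, called it in liquid too (0.91).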

Other observations

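Other groups of listed genes responded in liquid, soil or both. Liquid counts adjusted over a list alone are again of genes chosen on these libraries. Of 14 genes of copper and heavy metal resistance, 9 rose and 2 fell in sucrose (9 and 3 adjusted over the list alone), and the multicopper oxidase gene CDS.5562 had 3.99 (standard error 0.86, adjusted p = 0.00285) from edgeR's quasi-likelihood test (2.30 without mM9-sucrose replicate 4). In soil the heavy metal transport gene CDS.4004 fell at −5.67 ± 0.42 (standard error), and the list's median TPM was 926.5 in Q2 and 115.97 in M2 soil. The median of all genes in M2 soil was 118, and the list's fall was not separated from the flattening there. Of 25 genes of type VI secretion, by which cells inject effectors into neighbours, 19 rose and 2 fell in sucrose (21 and 3 adjusted over the list alone). The Hcp gene CDS.5835 rose at 1.30 ± 0.25. In 17 of the 25 the soil change was lower than the liquid change, past the threshold. Their median TPM was 55.3 in Q2 and 112 in M2 soil.

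Of 36 genes of branched-chain amino acid transporters, 14 fell and 7 rose in sucrose (16 and 14 adjusted over the list alone, 7 and 11 scaled to library size), and 16 fell and 13 rose in soil (13 and 20 by the upper quartile, 10 and 23 scaled to library size). Neighbouring genes on scaf0041 fell in both, with CDS.4888 at −1.85 ± 0.35 and −4.70 ± 0.27. Of 15 genes of cell division and peptidoglycan precursors, 11 rose and 2 fell in sucrose (13 and 2 adjusted over the list alone), and 8 fell and 3 rose in soil (1 and 9 by the upper quartile, and 15 rose scaled to library size). The cell division gene CDS.3176 had 1.75 ± 0.26 in liquid and −1.10 ± 0.16 in soil. Of 14 stress protein genes, 6 rose and 2 fell in sucrose (8 and 5 adjusted over the list alone) and 10 fell and 3 rose in soil (8 and 4 by the upper quartile, 4 and 5 scaled to library size). The small heat shock protein gene CDS.321 had 2.43 ± 0.42 and −2.81 ± 0.31. All soil counts in this paragraph were equal when adjusted over each list alone. The median TPM in Q2 and M2 soil was 32.9 and 118 for the transporters, 33.9 and 109.5 for cell division and 132 and 157 for stress proteins.

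The orthology numbers of Data set S2 can be set beside Data set S1. Of those the paper gives as down in both comparisons, 17 of 67 (25.4%) occur in the liquid sheet of that direction, of those down in liquid and up in soil 7 of 26 (26.9%), of those up in liquid and down in soil 10 of 36 (27.8%), and of those up in both 25 of 59 (42.4%). DESeq2 in 1 fit of 4 groups, chosen after the data were seen, gave log2 fold changes within 6.95e-06 of the liquid sheets for 1978 genes and within 2.13e-05 of the part of the soil sheet that was held. With edgeR's quasi-likelihood test, 1305 of those 1978 genes passed.

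The count of DEGs in each comparison was set beside those of 100 splits of the libraries that include the real 1. In each comparison only 1 split, the real 1, had as many, the smallest share that 100 splits allow. For the comparisons of 1 condition with another, this argues against chance as the source of the counts. For the difference of responses the splits cannot decide, because mixing libraries over the conditions also removes the difference between soil and liquid. The real and highest other counts were 1366 and 350 in liquid, 5256 and 2856 in soil, 3021 and 1676 between Q2 soil and mM9, 5300 and 3050 between M2 soil and mM9-sucrose, and 3864 and 1951 for the difference of responses.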
